# Mammary Gland Transcriptome and Proteome Modifications by Nutrient Restriction in Early Lactation Holstein Cows Challenged with Intra-Mammary Lipopolysaccharide

**DOI:** 10.3390/ijms20051156

**Published:** 2019-03-06

**Authors:** Karol Pawłowski, José A. A. Pires, Yannick Faulconnier, Christophe Chambon, Pierre Germon, Céline Boby, Christine Leroux

**Keywords:** nutrigenomics, transcriptomic analysis, proteomic analysis, mammary gland, cows, inflammation

## Abstract

The objective is to study the effects of nutrient restrictions, which induce a metabolic imbalance on the inflammatory response of the mammary gland in early lactation cows. The aim is to decipher the molecular mechanisms involved, by comparing a control, with a restriction group, a transcriptome and proteome, after an intra-mammary lipopolysaccharide challenge. Multi-parous cows were either allowed *ad libitum* intake of a lactation diet (*n* = 8), or a ration containing low nutrient density (*n* = 8; 48% barley straw and dry matter basis) for four days starting at 24 ± 3 days in milk. Three days after the initiation of their treatments, one healthy rear mammary quarter of 12 lactating cows was challenged with 50 µg of lipopolysaccharide (LPS). Transcriptomic and proteomic analyses were performed on mammary biopsies obtained 24 h after the LPS challenge, using bovine 44K microarrays, and nano-LC-MS/MS, respectively. Restriction-induced deficits in energy, led to a marked negative energy balance (41 versus 97 ± 15% of Net Energy for Lactation (NEL) requirements) and metabolic imbalance. A microarray analyses identified 25 differentially expressed genes in response to restriction, suggesting that restriction had modified mammary metabolism, specifically β-oxidation process. Proteomic analyses identified 53 differentially expressed proteins, which suggests that the modification of protein synthesis from mRNA splicing to folding. Under-nutrition influenced mammary gland expression of the genes involved in metabolism, thereby increasing β-oxidation and altering protein synthesis, which may affect the response to inflammation.

## 1. Introduction

Milk is synthesized in mammary glands (MG) involving a large number of genes, the expression of which is modulated at a nutritional level [1] and by the health status [2]. Mastitis is the inflammatory response of the mammary gland to pathogens. This pathology is one of the most prevalent disease and has considerable economic impact due to decreased milk production, discarded milk, cost of veterinary services, and culling [3]. Mastitis is caused by various microorganisms (bacteria, fungus, and viruses). Gram-positive bacteria, such as *Staphylococcus aureus* and *Streptococcus uberis* might cause persistent infections, with pathogens surviving inside host cells [4,5], whereas Gram-negative coliform bacteria, such as *Escherichia coli* most frequently cause an acute inflammation and, eventually, severe mastitis with clinical signs [6]. Cows are particularly susceptible to *E. coli* MG inflammation during the periparturient period, due to altered immune function [7]. Early lactation is often associated with metabolic disorders related to stress, energy deficit and mobilization of the body reserves, hypocalcemia, and metritis, which are likely to influence immune function [8,9,10]. Negative energy balance (NEB) affects the inflammatory response, which could be due to changes in the metabolic milieu, such as an increased concentration of circulating ketone bodies [8,11]. Undernutrition, however, had minor effects on the response to lipopolysaccharide (LPS) and *S. uberis* challenges in mid-lactation dairy cows [12,13]. The current study is conducted during early lactation Holstein cows, which is characterized by enhanced metabolic deviations in response to NEB that might influence immune system function.

Transcriptome and proteome profiling techniques are available to study inflammation-related changes and enhance the understanding of host–pathogen interactions. Previous research has employed reproducible protocols to challenge lactating cow udders with live pathogens, such as *E. coli*, *S. aureus,* or using LPS to induce an acute inflammatory response [12,13,14,15]. High-throughput gene expression technologies, as transcriptomic analyses, have been used to decipher the molecular mechanisms of MG response to inflammation [16], showing that LPS is a strong stimulator of gene expression in an inflammatory response [17]. Transcriptomic analyses showed that MG differentially expressed genes (DEG) 24 h after *E. coli* infection in early-lactating cows, showing the associations of up- and down-regulated genes, respectively with immune response functions and fat metabolism [18]. A study at mid-lactation showed a massive effect of *E. coli* infection on gene expression at 18 h post-infection in infected quarters, but also having an effect on gene expression in neighboring quarters [19]. Furthermore, hierarchic clustering of DEG, showed a sharp separation of the infected and the control group [19]. Similar results were observed in primary bovine mammary epithelial cells after challenging the *E. coli* or *S. aureus* [20,21,22]. The modification of bovine milk proteome were reported during inflammation, showing an increase in the concentration of proteins of blood serum origin as serum albumin is made up of antimicrobial peptides [23,24]. To the best of our knowledge, the effects of negative energy balance on the responses to acute inflammation have not been studied at a protein expression level in the MG of early lactation cows.

We hypothesized that aggravated undernutrition in early lactating cows modifies the inflammatory response at mRNA and protein levels. Thus, the objective of this study is to evaluate the effects of undernutrition, and the resulting metabolic imbalance on MG transcriptome and proteome in early lactation Holsteins, challenged with intra-mammary LPS. We used complementary approaches to study the effects of undernutrition with a first targeted study of genes involved in the inflammation response, using RT-qPCR, then two global analyses using transcriptomic and proteomic analyses. These two last approaches allowed us to investigate the holistic response of MG. The effects of LPS are already well-described in the literature, thus attention is focused on the effects of restriction during inflammation, by comparisons with MG transcriptome, and the proteome of control versus under-fed early lactating cows. This study was performed with the aim of increasing the knowledge-base on the effects of NEB occurring in early lactation which is the time of high risk of mastitis. A better understanding can help to design news strategies to prevent MG inflammation.

## 2. Results

### 2.1. Dietary and Inflammatory Challenges Influenced Milk and Blood Composition

Prior to diet treatments at 24 ± 3 days in milk (DIM), no differences were observed for intake, milk yield, composition and component yield, Net Energy for Lactation (NEL) balance, body score (BS), body weight (BW), plasma metabolite, and insulin concentrations. Feeding the ration containing 48% of straw (restricted group: REST) induced an immediate depression of dry matter intake (DMI) and decreased the energy balance from 5.2 ± 8.9 to −67.2 ± 18.9 MJ/day one day before (corresponding to day 23), and on the last day of restriction (day 27), respectively. The plasma concentrations of glucose and insulin decreased, whereas non-esterified fatty acids (NEFA) and beta-hydroxy butyrate (BHBA) increased dramatically in REST (Supplementary Table S1). The 96 h of nutrient restriction decreased milk yield from 37.9 to 22.4 kg/day (*p* < 0.001) and milk protein yield from 1.12 to 0.62 kg/day (*p* < 0.005) in REST. Milk fat percentage increased during feed restriction in REST from 4 to 5.5% (*p* < 0.001) and returned to pre-restriction concentrations on the same day of re-feeding a regular diet. In CONT cows, milk fat content was greatest only during the 48 h following LPS injection (*p* < 0.05) compared with all other DIM. These variables were unchanged in the control (CONT) cows [25]. Within 2 to 6 h after injection with lipopolysaccharide, we noticed the edema of the challenged quarter of all cows, an increase in rectal temperature up to 39.5 °C (temperature increment was +2.1 ± 0.15 °C). The effect of inflammation also was confirmed by milk somatic cell count (SCC). The day before the LPS challenge, whole udder composite milk (from PM and AM milking) SCC was 78 000/mL and 92 000 /mL (*p* = 0.51) in CONT, and in REST, respectively. The SCC response was greater in REST compared to CONT cows (6919 versus 1956 × 1000 per mL, respectively) in composite milk samples from the two milkings that followed LPS injection. SCC returned to pre-LPS counts, within less than 7 days post-LPS challenge and biopsy. Moreover, quarter milk IL-8, IL1-β, TNF-alpha, and CXCL3 at time zero (before LPS challenge) did not differ between CONT and REST, but their concentrations increased in response to LPS in both groups. This data shows that these indicators of mammary inflammation did not differ between CONT and REST before or after the challenge.

### 2.2. Effects of Under-nutrition on Expression of Genes Involved in Inflammation Response by RT-qPCR Analysis

RT-qPCR analysis was performed to quantify candidate genes (*CCL5*, *LAP*, *RBP4*, *IL8*, *IL1*, *STAT3*, *CD36*, and *TAP)* chosen on the basis of their implication in inflammation [26] Expression of these genes in mammary gland (MG) did not differ between REST and CONT (*p* ≥ 0.1) 24 h after the LPS challenge, except for the defensin Tracheal Antimicrobial Peptide (*TAP*) gene which tended to decrease in REST (*p* = 0.07). The expression of *INSIG1*, and *CSN2* genes, which are involved in the biosynthesis of milk components and linked to MG metabolism did not differ between CONT and REST (Figure 1).

### 2.3. Microarray Analysis

Mammary gene expression analyzed by a microarray assay allowed the identification of 33 differentially expressed genes, including 25 known genes (corrected *p_adj_* < 0.05), between CONT and REST, 24 h after the inflammatory challenge by LPS (Table 1). 

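Total RNA (100 ng) from mammary biopsies of 12 cows, 6 CONT and 6 REST, was labeled with Cy3 and hybridized to one-color Agilent bovine arrays, with 1 array per cow and no pooling. The biopsies were taken 24 h after 50 µg of LPS, when REST cows had received for 96 h the ration diluted with barley straw (48% DM, 5.16 MJ/kg DM NEL, 12.2% crude protein) and CONT cows the lactation diet (7.1 MJ/kg DM NEL, 17.4% crude protein). Each array carried 45220 spots, of which 43803 were not controls and represented 43653 probes. The deposited values are the spot intensities that the authors obtained with Feature Extraction, after its background correction, and they are not normalized between arrays. The 75th percentile of these intensities was 577.1 to 1184 (median 837.4) in CONT and 386.9 to 1082 (median 652.6) in REST. Feature Extraction called 57.57 to 75.98% of the probes (median 71.46%) well above background in CONT, and 63.15 to 78.13% (median 69.915%) in REST. The 12 arrays came from 3 slides with 4 arrays each. Slide 1 held 3 CONT and 1 REST arrays, slide 2 held 1 CONT and 3 REST arrays, and slide 3 held 2 of each. The negative control probes were brighter on slide 1 (37.73 to 58.19) than on slide 2 (18.19 to 19.59) and slide 3 (17.43 to 19.96). Intensities were log2 transformed, each array's 75th percentile was subtracted, spots with an outlier mark were left out and the spots of a probe were averaged. Log2 signals are therefore relative to the 75th percentile of the same array, and negative values lie below it. REST was compared with CONT for every probe with limma's moderated test (two-sided), without a filter on dim probes. P-values were adjusted by the Westfall-Young step-down method over 100 of the 462 distinct splits of the cows into 6 and 6, or by the Benjamini-Hochberg method. For single genes, the exact permutation test over the cows gave p-values of 0.00216 at the lowest. The number of arrays limits the precision of each value.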

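No probe of the 43653 passed an adjusted p of 0.05 in limma's moderated test, either with the Westfall-Young or with the Benjamini-Hochberg adjustment, and 1143 probes had an unadjusted p under 0.05. Of these 1143 probes, 761 were higher in REST, and chance alone would give 2182.65 probes at this level. At an unadjusted p under 0.01 there were 158 probes, of which 111 were higher and 47 lower in REST. The lowest adjusted p belonged to the probe of OOEP (NM_001077869), whose log2 signal was 0.05 ± 0.34 (SD, n = 6 cows) in CONT and -1.27 ± 0.30 (SD, n = 6) in REST. Its log2 FC was -1.32 (standard error 0.20), with an adjusted p of 0.35 (limma, Westfall-Young) and of 0.777 (limma, Benjamini-Hochberg). Each of the 6 REST cows was below every CONT cow for OOEP (exact permutation test, p = 0.00216, not adjusted). In 56 probes the values of both groups did not overlap, which is 0.128% of the probes, while chance gives 0.216%. With each cow left out, the lowest Westfall-Young p was 0.23 to 0.68, the highest without REST cow 0078. It was 0.09 when only the 26677 probes well above background on every array of at least 1 group were tested. No probe was called in these tests. When slide was added to the model as a block, no probe was called, 1217 probes had an unadjusted p under 0.05, and the log2 FC of OOEP was -1.37. The RefSeq accessions given with the probes named 26832 of them, which represent 12639 genes. Of the 25 known genes in Table 1, 20 were matched to 52 probes by accession, and PGLYRP3, CPT1A, DENND3, LOC517144 and SLC9A7 could not be matched and are not analysed here. None of the 20 genes passed the threshold over all probes, 12 had an unadjusted p under 0.05, and 12 were under 0.05 with Benjamini-Hochberg adjusted over the list alone. The list was chosen by the study on the same arrays, so that the last count is not independent evidence.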

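The probe with the highest mean signal represented each gene of Table 1. NEFL was not well above background on any array, which left 19 genes measured in both groups. All 14 of these genes that Table 1 lists with a positive FC had a higher mean in REST. In KLF13, MBP, TRIB2 and WC-7 this difference was smaller than its standard error, and in the last 3 the sign changed when single cows were left out. Of the 5 genes listed with a negative FC, OOEP, CXCR7 and BBS9 were lower in REST. The other 2, ARMC1 (NM_001015594) and RPL-37A (NM_001035008), had brightest probes that hardly moved, with log2 FC of 0.13 (standard error 0.21) and 0.064 (standard error 0.16). The dimmer ARMC1 probe went the other way (log2 FC -0.46, standard error 0.14). Of the 2 dimmer RPL-37A probes, one went the other way (-0.83, standard error 0.20) and one did not (0.071, standard error 0.15). The brightest BBS9 probe (NM_001192853) differed by -0.091 (standard error 0.19). Its other probe differed by -0.79 (standard error 0.25) and was well above background on 4 CONT and 2 REST arrays. For 11 of the 15 genes with several probes, the probe with the lowest p was not the brightest one. RPL-37A changed to -0.015 and BBS9 to 0.0087 with slide as a block. The count of genes in the direction of Table 1, NEFL included, was 18 of 20. It moved to 20 with the mean over all probes of a gene and to 16 without REST cow 1018.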

The expression increased for 19 and decreased for 6 genes in REST compared with CONT. All these DEG presented a fold change (FC) greater than 1.4, with two genes (*PDK4* and *SLC25A34*) presenting an FC greater than 4. 

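On the scale of fold changes, 12 of the 19 measured genes exceeded 1.4, and 6 were at 1.1 or less. The first count depends on the background correction. With normexp, KNTC1 (1.15), TFAP2D (1.14), PFKFB4 (1.34), PLEKHA2 (1.36) and CXCR7 (-1.26) no longer exceeded 1.4 in size. Both PDK4 and SLC25A34 exceeded 4. SLC25A34 did not with normexp (2.64) or with the mean over its probes (2.03), nor did PDK4 without REST cow 1058 (3.66). The log2 signal of PDK4 (NM_001101883) was 2.96 ± 0.54 (SD, n = 6 cows) in CONT and 5.19 ± 1.11 (SD, n = 6) in REST, a log2 FC of 2.23 (standard error 0.46) and an FC of 4.70. All 6 REST cows were above every CONT cow (exact permutation test, p = 0.00216, not adjusted), and the adjusted p was 0.92 (limma, Westfall-Young). SLC25A34 (NM_001034497) had a log2 signal of -3.17 ± 0.67 (SD, n = 6) in CONT and -0.94 ± 1.05 (SD, n = 6) in REST, an FC of 4.69 with an adjusted p of 0.93 (limma, Westfall-Young). This probe was well above background on 5 CONT and 6 REST arrays, and 4 of the 6 REST cows were above every CONT cow. CONT cow 8027, at -1.90, lay apart from the other CONT cows (-3.74 to -3.06). The dimmer genes had less certain FC, because KNTC1 (FC 2.65) was well above background on 1 CONT and 3 REST arrays, and TFAP2D (FC 1.72) on 4 CONT and 6 REST arrays. On both probes, REST cow 1058 lay below the other REST cows. TMEM50B and ALAD, which were well above background on all 12 arrays, had FC of 1.75 and 1.66. The log2 FC of PDK4 was 2.30 and that of SLC25A34 was 2.08 with slide as a block. Among the alternatives, the mean over both probes of the gene moved SLC25A34 most, to a log2 FC of 1.02.

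**Figure D1:**
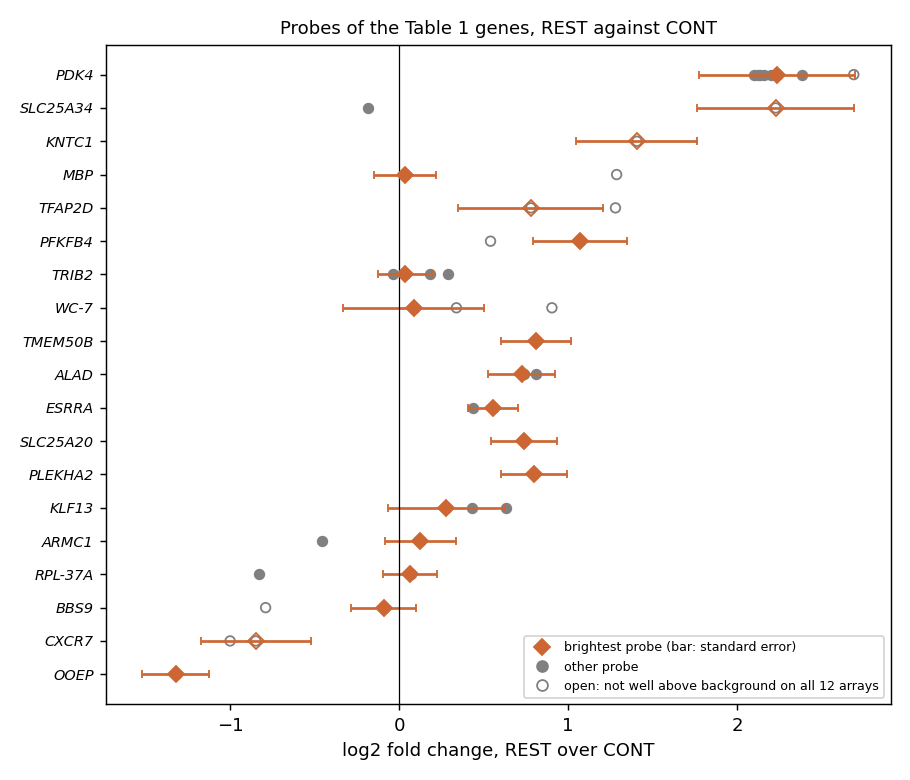
Log2 fold change (REST over CONT, horizontal axis) of the probes of 19 Table 1 genes, for probes well above background on at least 1 array of each group. Diamonds are the brightest probe of each gene with its standard error, circles the other probes, and open symbols were not well above background on all 12 arrays. Measured probes of the same gene lie on both sides of 0 in 4 genes.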

Gene ontology and function analyses revealed that most DEG are involved in metabolism, including the regulation of fatty acid (FA) oxidation, glucose, and protein metabolism, and in immune responses (Figure 2). The results obtained, using Pathway Studio^®^ software, were consistent with those from Panther software. We focused on the most represented functions, in particular, those involved in metabolism and immune response. 

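Of the genes PDK4, PFKFB4, SLC25A20, SLC25A34 and CPT1A, the first 4 were matched to probes, and all of them were higher in REST, with FC of 1.67 to 4.70. The brightest PFKFB4 probe (NM_001192835) had a log2 signal of -3.74 ± 0.51 (SD, n = 6 cows) in CONT and -2.67 ± 0.47 (SD, n = 6) in REST. The log2 FC was 1.07 (standard error 0.28) with an adjusted p of 1 (limma, Westfall-Young), and 5 of the 6 REST cows were above every CONT cow. Its other probe, well above background on 1 CONT and 3 REST arrays, had a log2 FC of 0.54 (standard error 0.48). PFKFB4 is a dim gene on these arrays, and its log2 FC was 0.42 with normexp, whose offset draws dim probes toward 0. With slide as a block the log2 FC was 1.05.

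**Figure D2:**
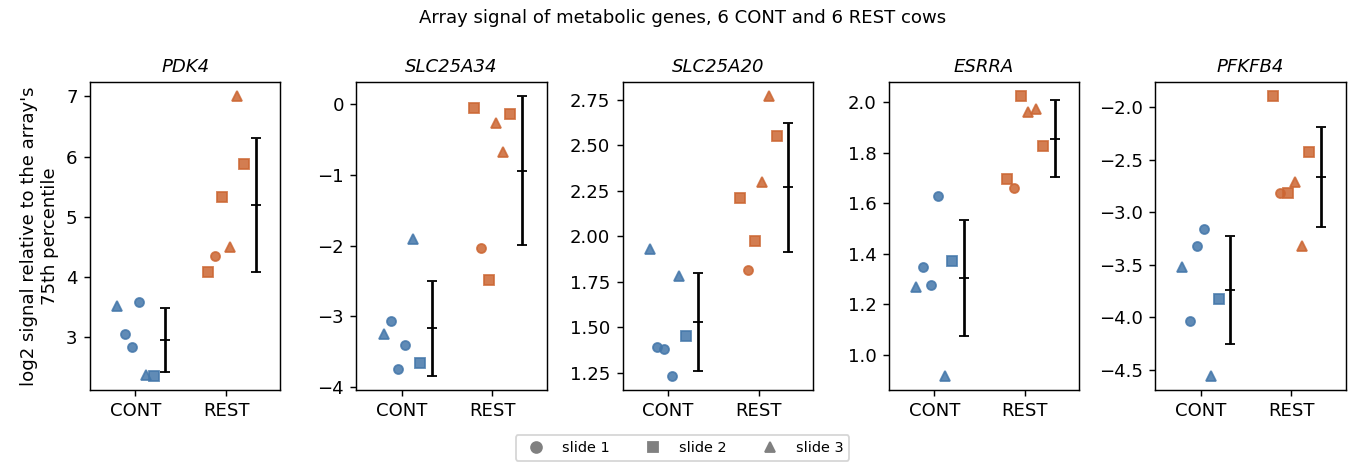
Log2 signal (vertical axis, relative to the 75th percentile of the array) of PDK4, SLC25A34, SLC25A20, ESRRA and PFKFB4 in each CONT and REST cow. The marker shape gives the slide, and the bars are means and SD over 6 cows. The groups do not overlap for PDK4 and ESRRA.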

We identified DEG in FA and glucose metabolism (*CPT1A*, *PDK4*, *PFKFB4*), carnitine shuttle (*SLC25A20*, *CPT1A*, *SLC25A34*), regulation of cellular ketone metabolic process (*PDK4*), and the key genes in those processes. A number of genes involved autophagy (*PFKFB4*, *DNNED*) and immune function (*PGLYRP3*, *KLF13*, *PLEKHA2*, *WC7*, *TRIB2*, *CXCR7*, and *MBP*) processes also were altered.

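Among the immune genes named here, 6 of 7 were matched to probes, and their brightest probes all changed in the direction of Table 1. On the brightest probe, an FC above 1.4 was found for PLEKHA2 and CXCR7 only. The other 4, KLF13, WC7, TRIB2 and MBP, had an FC under 1.25 on this probe. With normexp, PLEKHA2 (1.36) and CXCR7 (-1.26) did not exceed 1.4 in size either. No gene of this group had an adjusted p under 0.05 (limma, Westfall-Young), and 2 of them, again PLEKHA2 and CXCR7, had an unadjusted p under 0.05.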

### 2.4. LC MS/MS Proteomic Analysis

We identified 1475 proteins, 967 of which were validated with more than two peptides and considered for further investigation. Fifty three proteins were differentially expressed proteins, 10 were upregulated and 43 were downregulated in REST (*p* < 0.05; Table 2; Supplementary File S2). Classification of DEP highlighted proteins involved in the immune process, metabolism (regulation of protein catabolic and carbohydrate metabolic processes) and cell functioning (such as RNA splicing, translation, or regulation of cell adhesion). Proteins involved in apoptosis are also identified (Figure 3). DEP are involved in protein folding and post-translational modifications (GANAB, PDIA3, RPN2, RPN1, CCT4, PDIA4, and PPIB), protein catabolic process (PSMD2 and PPP2CA), carbohydrate metabolism (PAPSS1, RPS27A, GANAB), synthesis of immunoglobulins (F1MH40, F1MLW8), and regulation of inflammatory response (PDIA3, PSMA3, PSMD2, PPP2CA, RPS2, RPL10, RPS15, CASP6, PCBP2, and STAT5A). Many DEP are involved in RNA splicing (HNRNPH1, DHX9, HNRNPC, YBX1, PCBP2, SNRPA1, HNRNPA3, and PPP2CA) or translation processes (RPS27A, RPL10, RPS15, RPS2, EIF3H, RPN2, RPN1, FARSB, and NACA). Additional analysis by Uniprot software revealed similar classifications confirming them.

## 3. Discussion

This study assesses the effects of undernutrition and the resulting metabolic imbalance on the mammary gland (MG) inflammatory response in early lactation cows using a nutrigenomic approach. The effects of dietary treatments are confirmed by decreased intake, milk yield, energy balance in underfed (REST) cows, and by changes in blood metabolite and insulin concentrations (an increase in plasma NEFA and BHBA and a decrease in insulin and glucose concentrations; Supplementary Table S1; [25]). The inflammatory response to intra-mammary lipopolysaccharide is confirmed by clinical parameters, such as milk SCC, rectal temperature, and other classical clinical symptoms [25]. The effects of nutrient restriction and metabolic imbalance on the inflammatory response, at the RNA and protein levels, were evaluated using transcriptomic and proteomic analyses. These analyses were performed using MG samples were obtained by biopsies performed 24 h after the LPS challenge. We performed a single biopsy to avoid the potential interference of repetitive biopsies on the inflammatory response. Also, the adjacent quarter may not constitute a good control for the LPS challenged quarter, as inflammation cytokines may exert local effects and influence adjacent quarters [19]. However, one limitation of this design is that the present experimental design does not allow a kinetic data to follow the establishment of inflammation.

### 3.1. Gene Expression Changes at mRNA Level

The study at the mRNA level was performed using two complementary approaches. The first one was a targeted approach to focus our attention on the inflammatory response, then a global analysis was performed using microarray study. We investigated the effects on candidate genes by RT-qPCR, the majority, which are involved in the immune response of interest for inflammation. The expression of candidate genes did not differ between REST and with the control (CONT) group (Figure 1). This result suggests that the expression of genes considered important in the inflammatory response [11,26,27,28] are not altered by the nutrient restriction in MG 24 h after LPS administration. This experimental design does not allow the ability to evaluate the modification of the expression of these genes during early inflammatory response. A tendency for decreased expression of the *TAP* gene in REST was observed. The product of *TAP* gene is a member of the family of small cationic peptides that have widespread antimicrobial activity; TAP is expressed by bovine mammary epithelial cells [29] and has a broad-spectrum activity against different strains of bacteria, including *E. coli* [30]. The upregulation of *TAP* gene expression in REST may constitute a protective mechanism against pathogens.

To complete the candidate gene analyses, a global gene expression approach, using a bovine microarray was used to assess the molecular mechanisms underlying metabolic and inflammatory MG responses, potentially affected by undernutrition and negative energy balance. Transcriptomic analysis revealed 33 differentially expressed genes in MG 24 h after LPS challenge in REST compared to CONT. The number of DEG detected in our study are small compared to the research assessing the effects of inflammation on MG transcriptome [18,19,31]. This study does not compare normal versus inflamed MG, rather it aims to evaluate the effects of undernutrition during the inflammatory response, and therefore both REST and CONT were challenged with LPS. The DEG were classified in six functional classes. In this discussion, we mainly focus our attention on genes that play a role in the metabolic processes (FA, glucose and protein metabolism) and on those involved in immune function.

#### 3.1.1. DEG Involved in Metabolism

The classification of genes by bioinformatics analyses indicate that metabolic process (FA oxidation, glucose, and protein metabolisms) is the class most altered by undernutrition after an LPS challenge conditions. Among the genes presenting the highest fold change (between 2.7 and 6.8) are *PDK4*, *CPT1*, and *SLC25A34*, which are involved in glucose and FA metabolism. *PDK4* plays a key role by inhibiting the pyruvate dehydrogenase complex. This inhibition prevents the formation of acetyl-coenzyme A from pyruvate [32], resulting in an expected decrease in glucose and an increase in fat utilization in response to prolonged undernutrition [33]. The upregulation of *PDK4* was also found in leucocytes of underfed ewes, however, its expression was downregulated during an intra-mammary inflammatory challenge [34]. The large increase of *PDK4* expression in REST is in agreement with decreased insulinemia and with the upregulation of *ESRRA*. The gene *ESRRA* upregulates *PDK4* expression [35]. Both genes spare glucose and promote FA β-oxidation, therefore, their upregulation in REST would allow MG to shift the metabolic pathways from glycolysis to β-oxidation. 

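All 8 probes of PDK4 were higher in REST, by log2 FC of 2.10 to 2.69, and in 7 of them the groups did not overlap. The adjusted p-values of these probes ranged from 0.82 to 1 (limma, Westfall-Young). With each cow left out in turn, the log2 FC of the brightest probe stayed between 1.87 and 2.46. The log2 signal of ESRRA (NM_001191373) was 1.30 ± 0.23 (SD, n = 6 cows) in CONT and 1.86 ± 0.15 (SD, n = 6) in REST, a log2 FC of 0.55 (standard error 0.15). The difference exceeded the spread within both groups, and all 6 REST cows were above every CONT cow (exact permutation test, p = 0.00216, not adjusted). Its adjusted p over all probes was 1 (limma, Westfall-Young). The other ESRRA probe differed by 0.44 (standard error 0.18). A block for slide in the model gave a log2 FC of 0.57 for ESRRA. Of 8 markers of adipose tissue, 7 were higher in REST and LEP was lower (-1.02), with a median log2 FC of 0.27. This list did not pass the threshold (camera, adjusted p = 0.0526, and limma's fry, adjusted p = 0.712). A median as large was found in 26 of 100 splits of the cows, so that this rise is not established. PDK4 rose more than the mean of these 8 genes, by 2.00 (standard error 0.46, exact permutation test, p = 0.00216, not adjusted). The paper sets the rise of PDK4 beside the lower plasma insulin and the rise of ESRRA, an inducer of PDK4. Since it describes PDK4 as an inhibitor of pyruvate dehydrogenase, the paper reasons that MG would use less glucose and oxidize more FA.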

The upregulation of *CPT1* gene expression would also promote the β-oxidation [36,37], since it is a rate-limiting step of FA entry in mitochondria [38]. This is in line with the increased expression of the *CPT1* gene observed in whole blood transcriptome of underfed dairy sheep [34]. 

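The single probe of SLC25A20 (NM_001077936) had a log2 signal of 1.53 ± 0.27 (SD, n = 6 cows) in CONT and 2.27 ± 0.35 (SD, n = 6) in REST. The log2 FC was 0.74 (standard error 0.19), and 5 of the 6 REST cows were above every CONT cow (exact permutation test, p = 0.00433, not adjusted). The adjusted p was 1 (limma, Westfall-Young), and the log2 FC was 0.65 with slide as a block. The 2 probes of SLC25A34 moved apart. The brightest had a log2 FC of 2.23 (standard error 0.47), while the other was well above background on all 12 arrays and had a log2 FC of -0.19 (standard error 0.23).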

The increase in β-oxidation is further supported by an upregulation of *SLC25A20* and *SLC25A34* in REST, which are two members of *SLC25* mitochondrial carrier family. *SLC25A20* transports carnitine and carnitine-FA complexes across the inner mitochondrial membrane. *SLC25A34* is supposed to act in a similar way, but its exact function still is not known totally [39]. 

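Lists of genes of FA β-oxidation (23 genes) and of glycolysis (16 genes) were tested as sets, with the genes of Table 1 left out. Each gene was represented by its brightest probe, and the sets were compared with all 12616 named genes by limma's camera test with its preset inter-gene correlation of 0.01. P-values were Benjamini-Hochberg adjusted over 25 lists. The β-oxidation list had a median log2 FC of 0.096, and 17 of its 23 genes were higher in REST (camera, adjusted p = 0.0158). No list passed the threshold under limma's rotation test fry, where the β-oxidation list had an adjusted p of 0.712, while camera called 7 of the 25 lists. The largest changes in the list were those of CPT1B (log2 FC 0.76, standard error 0.35) and ACSL1 (0.44, standard error 0.39), and ACADVL was higher than the CONT mean in 6 of 6 REST cows (0.40, standard error 0.19). The result rested on single cows, since the median was 0.034 (adjusted p = 0.236, camera) without REST cow 1058 and 0.052 (adjusted p = 0.252, camera) without CONT cow 0055. The median was 0.11 and the adjusted p was 0.121 (camera) with slide as a block. The glycolysis list had a median log2 FC of -0.043, with 6 of 16 genes higher in REST (camera, adjusted p = 0.643; fry, adjusted p = 0.879). Its sign changed with slide as a block, to 0.020, and also when CONT cow 9040, CONT cow 1024 or REST cow 0049 was left out. No single gene of either list had an adjusted p under 0.05 over the list alone.

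**Figure D3:**
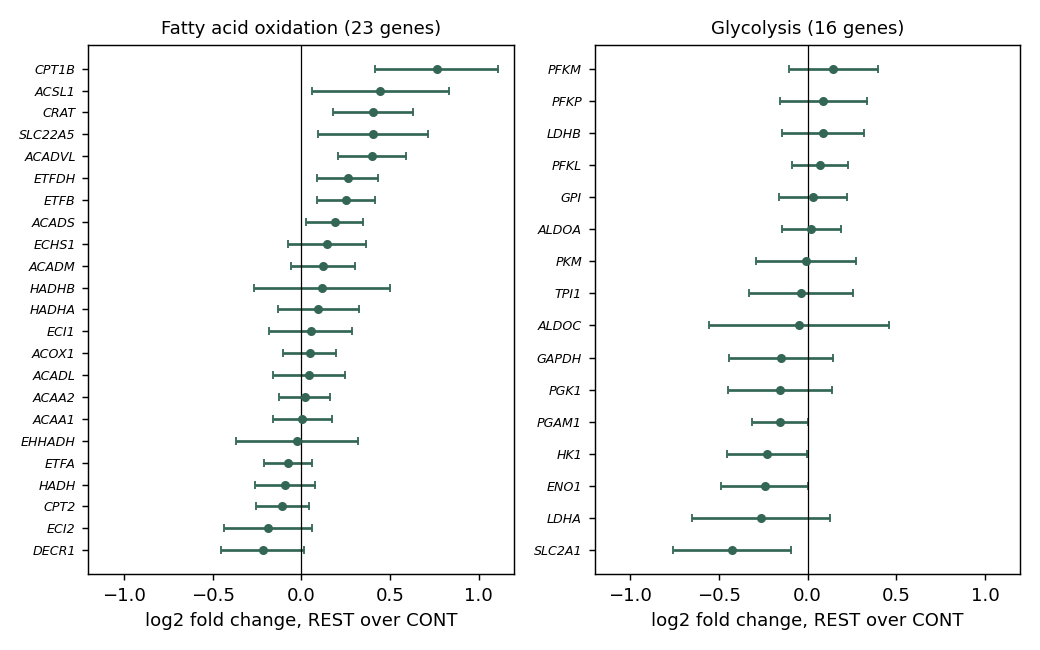
Log2 fold change (REST over CONT) of the 23 β-oxidation genes and the 16 glycolysis genes, each with its standard error from limma. The medians are 0.096 and -0.043, and for most genes the bar reaches 0.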

MG seems to spare glucose (downregulating glycolysis) and promote FAs as an energy source (upregulating β-oxidation; Figure 4) in order to adapt to underfeeding. The mammary expression of genes involved in lipid metabolism is also modified in comparison with NEB (induced by caloric restriction) and the positive energy balance of cows after the peak in lactation [40]. Interestingly, the downregulation of genes linked to fat metabolism (FA biosynthesis) is observed 24 h after *E. coli* infection in MG of lactating cows [18]. This suggests that inflammation downregulates the FA biosynthesis and may increase the use of preformed FA, derived from other sources, such as from the mobilization of adipose tissue.

These results suggest that energy metabolism modifications, in response to inflammation, are more marked in REST than in CONT, probably due to the expected limited availability of nutrients to support an acute inflammation in REST.

#### 3.1.2. DEG Involved in Immune Response

The objective of this study was to identify the effects of an aggravated NEB on MG transcriptomic responses to inflammation. The experiment was not designed to compare gene expression in normal versus LPS challenged MG, which have been previously reported [2,11,18,31]. Microarray analysis shows that, the immune response together with the metabolic processes, are the main biological processes modified by undernutrition after LPS challenge (Figure 2), with modifications of genes different from those selected for RT-qPCR analyses. However, immune response was not the main biological process to be affected by restriction during inflammation. Among the upregulated genes is *PGLYRP3*, which belongs to a family of innate immunity pattern recognition molecules that are activated by LPS and bactericidal and bacteriostatic properties and are activated by LPS [41]. When the invading bacteria survive, neutrophil infiltration is replaced with T and B lymphocytes and monocytes [42]. The upregulation in REST of *KLF13*, *PLEKHA2*, *WC7*, and *MBP*, involved in the immune response by activating T and B lymphocytes, therefore, is in line with the expect recruitment of leukocytes by MG (Figure 5). Additionally, the upregulation of *PLEKHA2* in REST, a gene involved in the cell adhesion process [43], suggests that there is an increased migration of B leucocytes. Together, the upregulation of these genes suggests a different nature or a higher response to LPS stimuli in REST compared with CONT. Nevertheless, the deregulation of *TRIB2* and *CXCR7* suggests that the immune process could be impaired. Indeed, both genes participate in the activation of immune cells and influence IL-8 production, a chemokine upregulated in response to infection [10], where the concentration increased in milk, within 4 h after LPS infusion [(25], and within 16–24 h after experimental infection with different strains of *E.coli* or LPS infusion [44,45]. 

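The 3 KLF13 probes (NM_001083533) were all higher in REST. The brightest had a log2 signal of 7.63 ± 0.45 (SD, n = 6 cows) in CONT and 7.90 ± 0.77 (SD, n = 6) in REST, a difference of 0.28 (standard error 0.34) within the spread between cows. The other KLF13 probes had a log2 FC of 0.43 (standard error 0.23) and 0.63 (standard error 0.15). The brightest probe changed to -0.062 with slide as a block. For WC7 (NM_001281912), the brightest of 6 probes went from -1.82 ± 0.92 (SD, n = 6) to -1.74 ± 0.62 (SD, n = 6), a log2 FC of 0.085 (standard error 0.42). Of the other WC7 probes, 2 were not well above background on any array, and one of these had a lower mean in REST. A further WC7 probe was well above background on 1 CONT and 5 REST arrays, with a log2 FC of 0.90 (standard error 0.23). Another was so on 2 CONT and 3 REST arrays, with a log2 FC of 0.34 (standard error 0.30). The remaining WC7 probe was well above background on no CONT array and 2 REST arrays. Its mean was higher in REST, and no FC is given for it. The brightest of the 3 MBP probes (NM_001206674) had a log2 FC of 0.036 (standard error 0.18), and its sign changed with quantile normalization (-0.035) and with normexp (-0.0073). Another MBP probe, well above background on 5 CONT and 6 REST arrays, had a log2 FC of 1.29 (standard error 0.25) and an adjusted p of 0.87 (limma, Westfall-Young). The remaining MBP probe was below that level on all 12 arrays, with a slightly lower mean in REST.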

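PLEKHA2 (NM_001035383), with 1 probe, had a log2 signal of -2.84 ± 0.36 (SD, n = 6 cows) in CONT and -2.04 ± 0.27 (SD, n = 6) in REST. The log2 FC was 0.80 (standard error 0.20), and all 6 REST cows were above every CONT cow (exact permutation test, p = 0.00216, not adjusted). The adjusted p was 1 (limma, Westfall-Young). The log2 FC was 0.77 with slide as a block and 0.44 with normexp.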

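The brightest of the 5 TRIB2 probes (NM_178317) had a log2 signal of 0.70 ± 0.23 (SD, n = 6 cows) in CONT and 0.73 ± 0.23 (SD, n = 6) in REST, a log2 FC of 0.034 (standard error 0.16). Of its other probes, 3 were well above background on all 12 arrays and had log2 FC of -0.037, 0.19 and 0.29, each with a standard error of 0.20 to 0.25. The remaining TRIB2 probe was well above background on no CONT array and 1 REST array, and no FC is given for it. CXCR7 (NM_001098381) fell from -3.65 ± 0.67 (SD, n = 6) to -4.50 ± 0.51 (SD, n = 6), a log2 FC of -0.85 (standard error 0.33), and all 6 REST cows were below the CONT mean. This probe was well above background on 4 CONT and 3 REST arrays. The other CXCR7 probe, well above background on 6 CONT and 3 REST arrays, had a log2 FC of -1.0 (standard error 0.24). The adjusted p was 1 for the brightest probe of both genes (limma, Westfall-Young). Slide as a block gave a log2 FC of 0.054 for TRIB2 and of -0.72 for CXCR7, and normexp gave -0.33 for CXCR7.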

The upregulation of *TRIB2* and the downregulation of *CXCR7* genes, however, suggests a potential IL-8 production alteration in response to inflammation in REST. These results contrast with the expected inflammatory response and could be a sign of deficient immune function under exacerbated NEB. Taken together, differences in gene expression might suggest a modified resolution of inflammation in response to LPS, due to aggravated NEB. During the course of an experiment with LPS, the inflammatory response usually declines within 24 h [44]. The REST cows might have experienced difficulties in restoring the MG homeostasis by 24 h after LPS challenge, due to the metabolic changes inherent in nutrient deficiency. However, this conception needs more detailed investigation, with a kinetic analysis, to be confirmed.

### 3.2. Gene Expression at Protein Level

#### 3.2.1. Proteins Involved in Protein Synthesis

Among the 53 differentially expressed proteins (DEP) in REST compared to CONT, 43 were downregulated. Most of these are involved in RNA and protein metabolism, with roles that vary from RNA splicing to translation. The downregulation of proteins involved in the splicing process, such as HNRNPH1, HNRPC, HNRNPA3, PCBP2, YBX1, SNRPA1, and DHX9, suggests that splicing is impaired in the MG of REST cows. This could explain in part the reduced synthesis and secretion of milk protein in REST compared with CONT [25]. Moreover, altered splicing and translation mechanisms might have a profound influence on protein biochemical properties and, ultimately, alter immune response to pathogens. Among the four proteins belonging to the HRNPs family (HNRNPH1, HNRPC, HNRNPA3, PCBP2), the first three are RNA binding proteins associated with pre-mRNAs in the nucleus, influencing pre-mRNA processing as well as other aspects of mRNA metabolism and transport. The dysfunction of HRNPs is linked to different proliferative and degenerative diseases [46], but the role of these proteins in the inflammatory response is still not fully understood. Some members of this family are reported to ensure resolution of inflammation [47]. However, the role of HRNPs could be associated with a mammary remodeling due to the restriction. In our study, YBX1 and DHX9 are downregulated in REST and the downregulation of these two genes is associated with impaired inflammatory responses [48]. Additionally, the loss of PP2AC function causes severe immunological disorders in Treg cells [49]. Thus, the downregulation of all these proteins in REST (Figure 6) suggest a modified inflammatory response in underfed early lactation cows.

A number of proteins involved in translation are downregulated in REST (Figure 6; RPS27A, RPS15, RPS2, RPL10, EIF3H, RPN2, RPN1, FARSB, and NACA). Four riboprotein family members (3 RPS and 1 RPL) are part of a ribosome. Interestingly, protein building ribosomes alone are shown to affect the other cell processes outside the ribosome like development, apoptosis, and aging during their altered expression levels [50]. Additionally, the decrease of RPN1 and RPN2, which catalyze co-translational N-glycosylation, suggests an impaired post-translational protein modification process in the REST group. This process may play an important role in the immune system by creating the glycans on an immune cell′s surface that helps migration of the cell or by glycosylating the various immunoglobulins [51]. Elsewhere, it is reported that this process can be defective during glucose deficit, leading to a reduction of protein glycosylation and harmful accumulation of unfolded proteins [52]. The decrease in RPN1 and RPN2, observed in the current study, could potentially lead to the creation of misfolded proteins in MG of REST cows.

Additionally, protein folding and its control might be modified in REST, due to the downregulation of chaperone proteins such as PDIA3, PDIA4, and CCT4 (Figure 6). PDIA3 and PDIA4 are part of a larger super-family of a disulfide isomerase family of endoplasmic reticulum proteins that catalyze protein folding [53]. PDIA3 contributes to the correct folding of glycoproteins [54]. The loss of PDI activity and the consequent accumulation of misfolded proteins are associated with chronic inflammation [54,55]. Moreover, PDIA3 is a structural component required for the stable assembly of the peptide-loading complex of the major histocompatibility complex class I pathway. Its activity seems to play a role in lymphocyte T and B function [56]. Added to its role in folding, PDIA4 promotes the immunoglobulin G intermolecular disulfide bonding and antibody assembly in vitro [57]. Because CCT4 assists in the folding of newly translated polypeptides, this function might have been altered in REST [58]. Overall, proteomic data strongly suggest that protein synthesis is impaired by undernutrition at different levels (translation, folding, and post-translation modifications). The modifications of protein metabolism might partially explain the lower milk protein yield from 1.12 to 0.62 kg/ observed during restriction.

#### 3.2.2. DEP Involved in Immune Response

Undernutrition downregulated FARSB protein expression. The decrease of this protein is linked with impaired acute inflammation responses in mice [59], suggesting an impairment in immune system function. In contrast, there was an upregulation of proteins such as SERPINA3, SERPINA3-5, F1MLW8, and Q1RMN8. SERPINA is an acute-phase protein, whose concentration can rise during acute and chronic inflammation [60]. F1MLW8 and Q1RMN8 proteins are similar to immunoglobulin lambda and typical for B-cells, and are important for its maturation from pre-B cells to mature ones [61]. The increase of these four proteins in REST MG, suggests that the resolution inflammation process was delayed in REST, compared to CONT 24 h after LPS challenge, whereas it could be considered that, potentially, it has already resolved in CONT. This is in line with the reported peak in SCC at 12 h that declines 24 h after LPS challenge [44].

The decreased translation process and post-translational protein modification (folding and glycosylation), that is observed at the protein level, might alter protein synthesis and activate an unfolded protein response [52]. This role could also be suggested to affect the proteins involved in the immune response.

## 4. Materials and Methods

### 4.1. Ethics Statement, Treatments and Sampling

The cows were housed at the Herbivore Research Unit of INRA Research Center of Auvergne–Rhone–Alpes. Animal procedures were performed in compliance with Regional Animal Care Committee guidelines CEMEAA: Auvergne, French Ministry of Agriculture and European Union guidelines for animal research C2EA-02. All procedures were approved by the regional ethics committee on animal experimentation (APAFIS #2018062913565518). The animals were in their second to the fourth days of lactation, with a body condition score (BCS) of 2.0 to 2.2 (0 to 5 scale), a week before feed restricted diet. All animals were observed for uterine disease and did not present any signs of abnormality. Additionally, the health history of each animal was inspected and only those without any health problems, within the last 6 months before calving, were chosen.

At 24 ± 3 days in milk, sixteen multiparous Holstein cows were allowed *ad libitum* intake of a lactation diet CTRL, *n* = 8, 7.1 MJ/kg DM NEL, 17.4% Crude Protein. Their diet constituted of corn (24.2% dry matter), corn silage (29%), grass silage (25.5%), soybean meal (16.9%), and complemented with vitamins and minerals (0.9%). The underfed (REST) group received a ration diluted with barley straw (48% DM) for 96 h (RES, *n* = 8; 5.16 MJ/kg DM NEL, 12.2% CP). Therefore, the ratio of forage to concentrate differed from 58.0/42.0 in control (CONT) group to 79.2/20.8 in REST group [25]. Dry matter intake, milk yield, energy balance, plasma insulin, glucose, non-esterified fatty acids (NEFA) and BHB (β-hydroxybutyrate) concentrations did not differ between CONT and REST immediately before underfeeding (21.8 kg/day, 39.0 kg/day, –5.6 MJ/day, 22 µIU/mL, 3.78, 0.415, and 0.66 mM, respectively, at day –1), but were significantly altered in REST at 72 h of underfeeding (Supplementary Table S1). Following 72 h of restriction or control diet, one healthy rear mammary quarter was injected with 50 µg of lipopolysaccharide *E. coli* 0111:B4; (LPS-EB Ultrapure, InvivoGen, San Diego, CA, USA) diluted in 10 mL of sterile saline (CDM Lavoisier, Paris, France), containing 0.5 mg/mL BSA cell culture grade, endotoxin free, A9576, (Sigma–Aldrich, St. Louis, MO, USA), using a sterile disposable syringe fitted with a sterile teat cannula. Mammary biopsies were performed 24 h after the LPS injection, as previously described [62], corresponding to 96 h of feed restriction or control diet. Tissue samples were immediately frozen in liquid nitrogen and stored at −80 °C prior to RNA and protein analyses.

Throughout the study, milk samples were collected at 4 consecutive milkings each week before the beginning of the restriction and just before the LPS challenge and analyzed for SCC. Only healthy cows were included in the study. Additionally cows were screened for mastitis, one week before and immediately before the LPS challenge, using the California Mastitis Test (Neodis, Rambouillet, France) for all quarters, and somatic cell counts of rear quarter milk samples (Galilait, Theix, 63122 Saint Genès–Champanelle, France), one week before and immediately prior to the LPS challenge. Only cows with SCC lower than 100,000 cells/mL, in a rear quarter, were included in the study. Indeed, cows were considered healthy if the quarter SCC was inferior to 100,000 cells/mL and were free of any other signs of health problems [25]. Additionally, foremilk samples were collected from the LPS challenged quarters, immediately before the morning milking that preceded the LPS injection (time 0), and at 4, 6, 10, and 24 h after LPS injection. These quarter milk samples were analyzed for IL-8, IL1-β, TNF-alpha, and CXCL3 using Elisa [25].

### 4.2. RNA Preparation and Analyses

RNA and protein extractions were performed from the same mammary biopsy samples *n* = 16 animals, (8 CONT and 8 REST). The total RNA was extracted from 50 mg of the mammary gland (MG) by using the mirVana miRNA Isolation Kit (Thermo Fisher Sciences, Waltham, MA USA). The concentration and purity of RNA were estimated by spectrophotometry NanodropTH, (ND-1000, NanoDrop Technologies LLC, Wilmington, DE, USA), and by using the Bioanalyzer 2100 (Agilent Technologies Inc., Santa Clara, CA, USA), respectively. Once these validation steps were completed, only 12 cows (6 RES and 6 CTR) were kept for gene expression analyses at mRNA level, which presented a good and uniform quality of the samples for a microarray experiment.

### 4.3. RT-PCR Analyses

Reverse transcription (RT) was performed on 2 μg of total RNA using the “High Capacity RNA to cDNA” kit and following the manufacturer’s recommendations (Applied Biosystems, Villebon Sur Yvette, France) in a final volume of 20 μL. In parallel, negative controls were performed without the matrices. The primers are described in Table 3. The genes, *UXT2*, *CLN3*, and *EIF3K* were used as housekeeping genes [63]. Real-time quantitative PCR was performed on the StepOnePlus™ PCR System (Applied Biosystems, Villebon Sur Yvette, France), using 5 μL of 50 fold-diluted single-stranded cDNA and the TFPower SYBRGreen PCR Master Mix, according to the manufacturer’s instructions (Applied Biosystems, Villebon Sur Yvette, France). Subsequent to an initial denaturing step (95 °C for 10 min), the PCR mixture was subjected to the following two-step cycle, which was repeated 40 times: Denaturing for 15 s at 95 °C and annealing and extension for 45 s at 60 or 62 °C. The results were expressed as a fold change of Ct values relative to the control using the Δ^Ct^ method [64]. The significance was determined using a *t*-test with *p* < 0.05 considered as significant.

### 4.4. Microarray Analyses

Microarray analyses were performed on twelve animals (6 RES and 6 CTRL) using 100 ng of total RNA from each MG sample. The total RNA was amplified, fluorescently labeled, and hybridized to the bovine 4 × 44K microarray (Agilent Technologies, Inc. Santa Clara, CA, USA), and all the procedures described below were performed according to the manufacturer instructions (Agilent Technologies, Inc. Santa Clara, CA, USA). Briefly, for each hybridization, the total RNA was linearly amplified and labeled with Cy3 using the one-color Low Input Quick Amp Labeling Kit. Then, 1650 ng of Cy3-labeled cRNA was hybridized on the microarrays using the Gene Expression Hyb Kit. Hybridization was performed for 17 h at 65 °C in a rotating hybridization oven at 10 rpm. Following hybridization, all microarrays were washed and scanned using the Agilent Microarray Scanner G2565A. The resulting TIFF-images (Tagged Image File Format) were processed using Feature Extraction software Version 11 to obtain normalized data. Normalized with 75th percentile shift, the data were analyzed using GeneSpring software. The moderated *t*-test with Westfall–Young familywise error rate (FWER) correction was applied [70]. The differences were considered significant at an adjusted *p* < 0.05. The data were accessible through the GEO series accession number GSE114975. The classification and functional analyses of differentially expressed genes were performed using PANTHER [71] and confirmed using Pathway Studio^®^ software (Elsevier, The Netherlands).

### 4.5. Protein Preparation and Analyses

The proteins were extracted by homogenizing 80 mg MG tissue (*n* = 16; 8 RES and 8 CTRL) in 2 mL lysis buffer (8.3 M urea, 2 M thiourea, 2% CHAPS, 1% DDT). Following homogenization, the samples were incubated for 5 min at room temperature and centrifuged at 10,000× *g* for 30 min at 8 °C. The protein concentrations were measured in supernatant with Quick Start Bradford protein assay (BioRad, Marnes–La–Coquette, France), aliquoted and then stored at −20 °C, until further preparation. Sample supernatants were mixed with 1 volume of Laemmli buffer and heated at 60 °C for 5 min. Separation, by SDS-PAGE (12% acrylamide), was performed using a Mini-Protean II electrophoresis unit (BioRad, Marnes–La–Coquette, France) and 100 μg protein loaded per lane. To concentrate the samples, the gels were run at 80 V until the dye front reached the bottom of the concentration gel. Gels were stained overnight in Coomassie brilliant blue G-250. Excised lanes were reduced and alkyled before de-staining in 25 mM ammonium bicarbonate with acetonitrile (50/50 *v*/*v*). Following dehydration with 100% acetonitrile, gel pieces were dried in a Speed Vacuum and the samples were preserved at −20 °C until LC MS/MS analysis.

### 4.6. LC MS/MS Analysis

The proteins were hydrolyzed overnight at 37 °C, using 800 ng (80 µL) of sequence grade-modified trypsin (Promega, France) per band. Subsequent to extraction by 64 µL of acetonitrile 100% and sonication, the peptides were concentrated in a Speed Vacuum and volume was adjusted to 30 µL with an aqueous solution (99.9% H2O, 0.1% TFA). Peptide mixture (2.5 µL) was injected into the nano HPLC Ultimate 3000, (Thermo Fisher Scientific, Courtaboeuf, France) after a preliminary step of desalting and concentration in the pre-column 300 µm × 5 mm, (ThermoFisher, Courtaboeuf, France) for 6 min, and a second step of separation in an analytical C18 column 75 µm, 25 cm, (Pepmap Thermo Fisher Scientific, Courtaboeuf, France) with a 10–40% gradient (A: 0.1% FA in water, B: 0.1% FA in acetonitrile) at 450 nL/min. The eluate was electrosprayed through the CaptiveSpray ion source into the mass spectrometer QTOF impact II (Bruker, Wissembourg, France) operated in CID Data Dependent mode. Each MS analysis was succeeded by as many MSMS analysis as possible within 3 s.

### 4.7. Protein Identification and Label-Free Quantitation

The raw files were loaded, at the end of each LC-MS/MS analysis, into the Progenesis QI software Non-linear Dynamics, v 4.1 (Newcastle upon Tyne, UK) and label-free quantitation was performed using a proprietary workflow alignment, peak picking, normalization, design set up, quantitation, and protein identification.

Regarding protein identification (Supplementary File S2), the Mascot V.2.5, internally licensed version (www.matrixscience.com) was used with uniprot-ref_*Bos taurus* database 19.840 sequences (07/2015). The following parameters were considered for the searches: Peptide mass tolerance was set to 10 ppm; fragment mass tolerance was set to 0.05 Da and a maximum of two missed cleavages was allowed. Variable modifications were methionine oxidation (M), carbamidomethylation (C) of cysteine and Deamidated (NQ). Protein identification was considered valid, if at least two peptides with a statistically significant Mascot score were assigned, with a false discovery rate (FDR) less than 1%.

Concerning label-free quantitation, all unique validated peptides of an identified protein were included, and the total cumulative abundance was calculated by summing up the abundances of all unique peptides allocated to the respective protein. Statistical analysis was performed, using the “between subject design,” and the *p*-values were calculated by an analysis of variance, using the normalized abundances across all runs. Differential proteins were conserved for interpretation if the peptides’ individual abundances showed a good correlation with protein abundance. All differential proteins were inspected manually with these correlation criteria. To extract the maximum biological information of differentially expressed proteins, PANTHER [71], Pathway Studio^®^ software (Elsevier, The Netherlands) and UniProt [72], were used.

## 5. Conclusion

Undernutrition affected multiple aspects of MG function, as demonstrated by modifications of milk secretion, and MG mRNA and protein expression. During this study, expression analyses were performed 24 h post-LPS challenge corresponding to the period of inflammation resolution. The effects of undernutrition on studied candidate genes, known as major genes relating to the innate immune responses, were weak. Therefore, the transcriptomic and proteomic analyses pointed out modifications of energy metabolism (fatty acid and glucose), and protein metabolism (synthesis and post-translational modification), respectively, but relatively few genes involved in immune response were affected. Our nutrigenomic analyses have suggested that undernutrition of early lactating cows modified the mammary gland metabolism. The holistic analyses of the systemic reaction in the mammary gland expands the knowledge of the effects of NEB and metabolic imbalance occurring in early lactation, during inflammation. These identified genes may be relevant for quantitative trait loci studies and genomic selection.

## Figures and Tables

**Figure 1:**
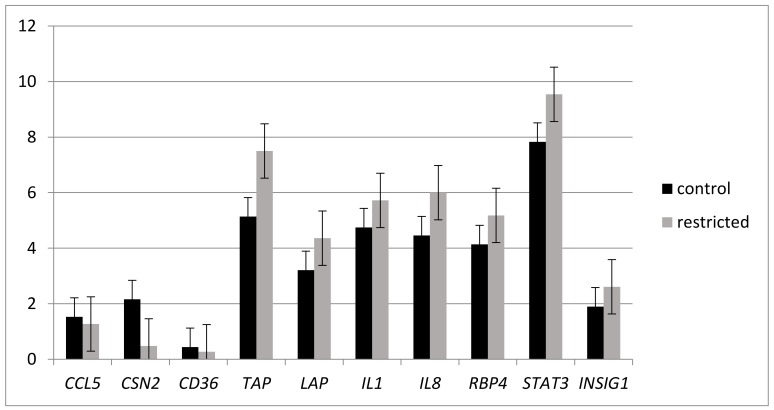
Effects of nutrient restriction and intra-mammary lipopolysaccharide (LPS) challenge on gene mRNA expression quantified by RT-qPCR and presented as ∆^CT^. Comparison of the gene expression does not show a difference between control (CONT; *n* = 6) and restricted (REST; *n* = 6) Holstein cows (*p* ≥ 0.1). The expression of the *TAP* gene tended to differ (*p* = 0.07). *UXT2*, *CLN3,* and *EIF3K* were used as housekeeping genes.

**Figure 2:**
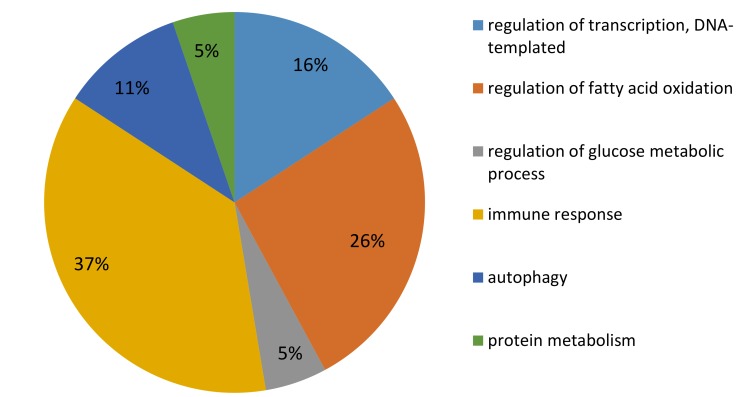
Main biological processes of differentially expressed genes in mammary glands (MG) of underfed (REST) versus control (CONT) early lactation cows during an acute inflammation identified by transcriptomic analysis. Each percentage was indicated for each biological processes. Bioinformatics analyses were performed using Panther and Pathway Studio^®^ software.

**Figure 3:**
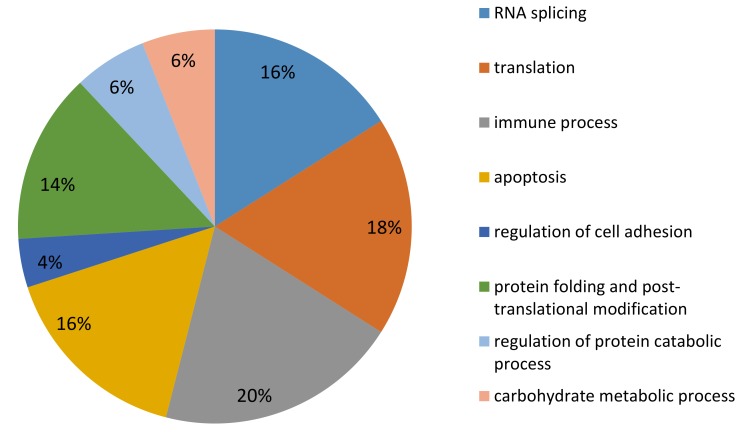
Main biological processes of differentially expressed proteins in MG of underfed (REST) versus control (CONT) early lactation cows during acute inflammation. Each percentage was indicated for each biological processes. Bioinformatics analyses were performed using Uniprot and Pathway Studio^®^ software.

**Figure 4:**
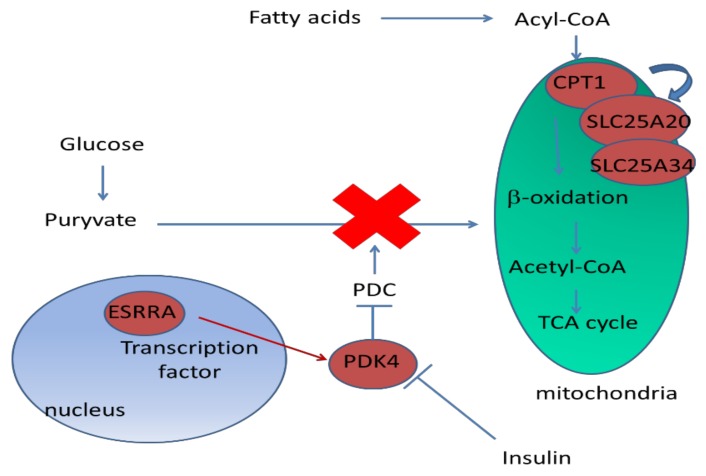
Upregulation of genes detected at mRNA level highlights a potential increase of fatty acid oxidation. Red boxes indicate upregulated genes. Blue and green boxes represent the nucleus, and mitochondria, respectively. *Carnitine O-palmitoyltrasferase 1 (CPT1A)* encodes carnitine O-palmitin O-palmitoyltranferase 1, *Mitochondrial Carnitine/Acylcarnitine Carrier Protein (SLC25A20)* and *Solute Carrier Family 25 Member 34 (SLC25A34)* are two members of the solute carrier family 25. *Steroid Hormone Receptor ERR1 (ESRRA) and Pyruvate Dehydrogenase Acetyl-Transferring Kinase Isozyme 4 (PDK4)* encode a steroid hormone receptor and a pyruvate dehydrogenase, respectively.

**Figure 5:**
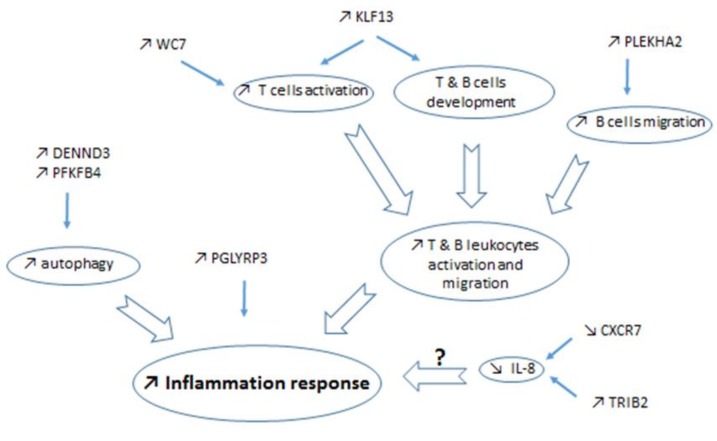
The potential actions of the differentially expressed genes identified in the comparison of mammary transcriptomes of restricted versus control cows during LPS challenge were from bioinformatics analyses and literature.

**Figure 6:**
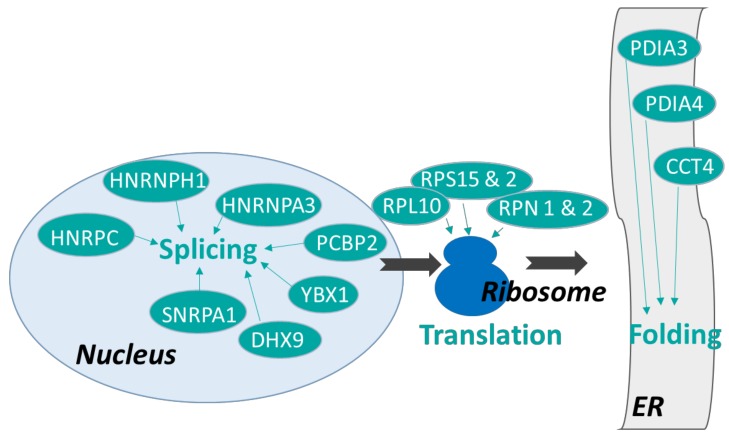
Identified differentially expressed genes are presented in their potential role in crucial steps of the control of gene expression. Green boxes indicate genes which are downregulated by nutritional restriction. Light and dark blue represent the nucleus and ribosomes, respectively. Grey boxes represent the endoplasmic reticulum. Differentially expressed proteins between restricted and control cows after four days of undernutrition for restricted cows during LPS challenge.

**Table 1:** Differentially expressed genes (alphabetic classification) in MG of early lactation Holstein cows in response to undernutrition and intra-mammary lipopolysaccharide (LPS) challenge. Transcriptomic comparison of control (CONT; *n* = 6) and restricted diet (REST; *n* = 6). Normalized microarray data were analyzed using GeneSpring software and moderated *t*-tests with Westfall–Young correction. *p*_adj_ ≤ 0.05 and ranged from 0.01 to 0.04. FC were >1.4.

Gene Symbol	Accession Number	Gene Name	Fold Change
*PDK4*	NM_001101883.1	*[Pyruvate Dehydrogenase (Acetyl-Transferring)] Kinase Isozyme 4, Mitochondrial*	6.80
*SLC25A34*	NM_001034497.2	*Solute Carrier Family 25 Member 34*	4.63
*PGLYRP3*	XM_010826801.2	*Peptidoglycan Recognition Protein 3*	3.31
*CPT1A*	NM_001304989.1	*Carnitine O-Palmitoyltransferase 1*	2.77
*NEFL*	NM_174121.1	*Neurofilament Light Polypeptide*	2.76
*KNTC1*	NM_001192091.	*Kinetochore-associated protein 1*	2.58
*MBP*	NM_001206674.1	*Myelin basic protein*	2.37
*DENND3*	XM_010822660.2	*DENN domain-containing protein 3*	2.33
*TFAP2D*	NM_001192329.1	*Transcription factor AP-2-delta*	2.29
*PFKFB4*	NM_001192835.1	*6-Phosphofructo-2-kinase/Fructose-2,6-bisphosphatase 4*	2.04
*TRIB2*	NM_178317.3	*Tribbles homolog 2*	2.03
*WC-7*	NM_001281912.1	*WC1 isolate CH149*	1.85
*TMEM50B*	NM_001034786.2	*Transmembrane protein 50B*	1.78
*ALAD*	NM_001014895.1	*Delta-aminolevulinic acid dehydratase*	1.77
*LOC517144*	XM_002699133.1	*Putative olfactory receptor 10D3*	1.74
*ESRRA*	NM_001191373.2	*Steroid hormone receptor ERR1*	1.73
*SLC25A20*	NM_001077936.2	*Mitochondrial carnitine/Acylcarnitine carrier protein*	1.70
*PLEKHA2*	NM_001035383.1	*Pleckstrin homology domain-containing family A member 2*	1.69
*KLF13*	NM_001083533.1	*Krueppel-like factor 13*	1.67
*ARMC1*	NM_001015594.2	*Armadillo repeat-containing protein 1*	−1.43
*RPL-37A*	NM_001035008.2	*Similar to 60S ribosomal protein L37a*	−1.76
*BBS9*	NM_001192853.1	*Protein PTHB1 / Bardet-bield syndrom 9*	−1.79
*SLC9A7*	XM_015470441.1	*Sodium/Hydrogen exchanger 7*	−1.99
*CXCR7*	NM_001098381.2	*Atypical chemokine receptor 3*	−2.10
*OOEP*	NM_001077869.2	*Oocyte-expressed protein homolog*	−2.52

**Table 2:** The list of differentially expressed proteins (up- and down-regulated then alphabetic classification) 24 h after inflammation challenge by LPS in MG of underfed (REST; *n* = 6) compared with control (CONT; *n* = 6) cows. Proteins were analyzed with Progenesis LC-MS software v4.1 (Nonlinear Dynamics). The minimum mascot score validation for one peptide was 31 with a rate of false discovery <1%.

Gene Symbol	Accession Number	Protein Name	Fold Change
Unknown	F1MLW8_BOVIN	Uncharacterized protein / Immunoglobulin light chain, lambda	5.5
*SERPINA3*	G8JKW7_BOVIN	Uncharacterized protein	2.4
*SERPINA3-5*	SPA35_BOVIN	Serpin A3-5	2.0
Unknown	Q1RMN8	TREMBL:Q1RMN8 (Bos taurus) Similar to Immunoglobulin lambda-like polypeptide 1	1.9
*ALDH18A1*	Q2KJH7_BOVIN	Aldehyde dehydrogenase 18 family, member A1	1.7
Unknown	F1MH40_BOVIN	Uncharacterized protein	1.5
*HBA*	HBA_BOVIN	Hemoglobin subunit alpha	1.3
*HBB*	HBB_BOVIN	Hemoglobin subunit beta	1.3
*PCBP2*	Q3SYT9_BOVIN	Poly(RC) binding protein 2	1.2
*ARPC2*	ARPC2_BOVIN	Actin-related protein 2/3 complex subunit 2	1.1
*CCT4*	TCPD_BOVIN	T-complex protein 1 subunit delta	−1.2
*DDX17*	A7E307_BOVIN	DDX17 protein	−1.2
*GANAB*	F1N6Y1_BOVIN	Uncharacterized protein	−1.2
*HNRNPH1*	E1BF20_BOVIN	Uncharacterized protein	−1.2
*HNRPC*	Q3SX47_BOVIN	Heterogeneous nuclear ribonucleoprotein C (C1/C2)	−1.2
*LMAN2*	A6QP36_BOVIN	LMAN2 protein	−1.2
*NACA*	NACA_BOVIN	Nascent polypeptide-associated complex subunit alpha	−1.2
*PDIA4*	PDIA4_BOVIN	Protein disulfide-isomerase A4	−1.2
*PPP2CA*	PP2AA_BOVIN	Serine/threonine-protein phosphatase 2A catalytic subunit alpha isoform	−1.2
*PSMA3*	PSA3_BOVIN	Proteasome subunit alpha type-3	−1.2
*RPS2*	RS2_BOVIN	40S ribosomal protein S2	−1.2
*RPS27A*	RS27A_BOVIN	Ubiquitin-40S ribosomal protein S27a	−1.2
*HNRNPA3*	E1BEG2_BOVIN	Uncharacterized protein	−1.1
*PDIA3*	PDIA3_BOVIN	Protein disulfide-isomerase A3	−1.1
*PRKCDBP*	PRDBP_BOVIN	Protein kinase C delta-binding protein	−1.1
*ACTR1A*	F2Z4F0_BOVIN	Uncharacterized protein	−1.3
*DHX9*	DHX9_BOVIN	ATP-dependent RNA helicase A	−1.3
*GNB1*	GBB1_BOVIN	Guanine nucleotide-binding protein G(I)/G(S)/G(T) subunit beta-1	−1.3
*KIF5B*	F1N1G7_BOVIN	Kinesin-like protein	−1.3
*PLBD2*	PLBL2_BOVIN	Putative phospholipase B-like 2	−1.3
*RPN1*	A3KN04_BOVIN	Dolichyl-diphosphooligosaccharide--protein glycosyltransferase subunit 1	−1.3
*SNRPA1*	A6H788_BOVIN	SNRPA1 protein	−1.3
Unknown	F6PWD5_BOVIN	Uncharacterized protein (Fragment)	−1.3
*CAPZA2*	CAZA2_BOVIN	F-actin-capping protein subunit alpha-2	−1.4
*FARSB*	A8E4P2_BOVIN	FARSB protein	−1.4
*HSPA4*	E1BBY7_BOVIN	Uncharacterized protein	-1.4
*PAPSS1*	Q3T0J0_BOVIN	3′-phosphoadenosine 5′-phosphosulfate synthase 1	−1.4
*PPIB*	PPIB_BOVIN	Peptidyl-prolyl cis-trans isomerase B	−1.4
*PSMD2*	PSMD2_BOVIN	26S proteasome non-ATPase regulatory subunit 2	−1.4
*RPS15*	RS15_BOVIN	40S ribosomal protein S15	−1.4
*STAT5A*	STA5A_BOVIN	Signal transducer and activator of transcription 5A	−1.4
*CASP6*	CASP6_BOVIN	Caspase-6	−1.5
*RPN2*	RPN2_BOVIN	Dolichyl-diphosphooligosaccharide-protein glycosyltransferase subunit 2	−1.5
*NIPSNAP3A*	G3X6L8_BOVIN	Uncharacterized protein	−1.6
*EIF3H*	EIF3H_BOVIN	Eukaryotic translation initiation factor 3 subunit H	−1.7
*YBX1*	YBOX1_BOVIN	Nuclease-sensitive element-binding protein 1	−1.7
*COPS7A*	F6QE33_BOVIN	Uncharacterized protein	−1.8
*PDLIM5*	G3MY19_BOVIN	Uncharacterized protein	−1.8
*MYBBP1A*	E1BKX3_BOVIN	Uncharacterized protein	−1.9
*RPL10*	RL10_BOVIN	60S ribosomal protein L10	−1.9
*EEA1*	F1MN61_BOVIN	Uncharacterized protein (Fragment)	−2.0
*ARPC1B*	ARC1B_BOVIN	Actin-related protein 2/3 complex subunit 1B	−2.2
*C789567*	A6H7H3_BOVIN	LOC789567	−2.5

**Table 3:** Primer sequences and annealing temperatures used in real-time reverse transcription-PCR assays as the size of the amplicons (in bp).

Gene Symbol	Primers Pair	Amplicon Size (bp)	T °C annealing	Reference
CCL5	AGC AGT TGT CTT TAT CAC CAG GA	87	60	[65]
	TCC AAA GCG TTG ATG TAC TCT C			
CD 36	ACA GAT GTG GCT TGA GCG TG	186	58	[63]
	ACT GGG TCT GTG TTT TGC AGG			
CSN2	CTC AAA CCC CTG TGG TGG TG	332	60	[1]
	AAA GGC CTG GAT GGG CAT AT			
IL1	GAA TGG AAA CCC TCT CTC CC	104	62	this article
	GCT GCA GCT ACA TTC TTC CC			
IL8	TGG GCC ACA CTG TGA AAA T	138	62	[66]
	TCA TGG ATC TTG CTT CTC AGC			
LAP	GAA ATT CTC AAA GCT GCC GTA	114	60	[67]
	TCC TCC TGC AGC ATT TTA CTT			
RBP4	CAA CGG TTA CTG TGA TGG	98	60	this article
	GAG GCT GAG TAA GGT TAA TG			
STAT3	GTC TAA CAA TGG CAG CCT CTC AGC	405	60	[68]
	AAG AGT TTC TCC GCC AGC GTC			
TAP	GCC AGC ATG AGG CTC CAT	166	60	[29]
	AAC AGG TGC CAA TCT GT			
INSIG1	CTA GCC TCG AAC TAA AGC CTG ACT	101	59	[69]
	TTC CTG TCT CAC CAC ACT TCA TCT			
**Housekeeping genes**				
UXT	TGT GGC CCT TGG ATA TGG TT	101	60	[63]
	GGT TGT CGC TGA GCT CTG TG			
EIF3K	CCA GGC CCA CCA AGA AGA A	125	60	[63]
	TTA TAC CTT CCA GGA GGT CCA TGT			
CLN3	TTC TGA CTC CTT GGG ACA CA	62	62	[63]
	CAA CCT GCC CAC CTA TCA GT			

## Supplementary Materials

Supplementary Materials can be found at https://www.mdpi.com/1422-0067/20/5/1156/s1. Table S1: Plasma insulin and metabolite concentration at the day of biopsy after dietary treatment and response to LPS challenge. Occurring at day 24 ± 3 of lactation, animals were assigned to a control (CONT, *n* = 8) or restricted (REST, *n* = 8) group. The REST animals received the ration diluted with barley straw (48% DM) for 4 days when cows from CONT were allowed to continue ad libitum intake of a lactation diet (7.1 MJ/kg DM NEL, 17.4% CP). Occurring on day 3, corresponding to the 27th day of lactation, the rear mammary quarter of animals from both groups was injected with 50 µg of LPS. Mammary biopsies were performed 24 h after LPS challenge. *p* < 0.01 for all variables. File S2: Protein analysis report.

# Supplementary material for: Mammary Gland Transcriptome and Proteome Modifications by Nutrient Restriction in Early Lactation Holstein Cows Challenged with Intra-Mammary Lipopolysaccharide
**Source:** Int J Mol Sci. 2019 Mar 6;20(5):1156. doi: 10.3390/ijms20051156
**Supplement:** Supplementary file 1

 ID0228\_Expression Protein Details

# ID0228\_Expression Protein Details

  

## Experiment: ID0228\_CLeroux

## Report created: 10/17/2018 5:21:55 PM

## Overview image

## Data Processing Methods

|  |  |
| --- | --- |
| Peak processing method | **Centroided data; resolution = 30000 (FWHM)** |
| Peptide ion detection method | **High resolution** |

## Experiment Design

  

| Condition | Condition C | Condition R |
| --- | --- | --- |
| Replicates | 8 | 8 |

## Proteins

### Protein building options

|  |  |
| --- | --- |
| Protein grouping | **Group similar proteins** |
| Protein quantitation | **Relative Quantitation using Hi-5** |

  

  

| Tags | |
| --- | --- |
|  | Anova p-value ≤ 0.05 |
|  | M |
|  | B |
|  | O |
|  | 1 seul peptide |

## Accession 1::E1BBY7\_BOVIN

  

|  |  |
| --- | --- |
| Description | Uncharacterized protein OS=Bos taurus GN=HSPA4 PE=1 SV=2 |
| Peptides | 5 (5) |
| Score | 206.71 |
| Anova | 1.83e-003 |
| Fold | 1.45 |

## Accession 1::A6H7H3\_BOVIN

  

|  |  |
| --- | --- |
| Description | LOC789567 protein OS=Bos taurus GN=LOC789567 PE=2 SV=1 |
| Peptides | 2 (2) |
| Score | 100.91 |
| Anova | 2.14e-003 |
| Fold | 2.54 |

## Accession 1::PSMD2\_BOVIN

  

|  |  |
| --- | --- |
| Description | 26S proteasome non-ATPase regulatory subunit 2 OS=Bos taurus GN=PSMD2 PE=1 SV=2 |
| Peptides | 4 (4) |
| Score | 121.33 |
| Anova | 2.73e-003 |
| Fold | 1.37 |

## Accession 1::YBOX1\_BOVIN (+1)

  

|  |  |
| --- | --- |
| Description | Nuclease-sensitive element-binding protein 1 OS=Bos taurus GN=YBX1 PE=2 SV=3 |
| Peptides | 5 (5) |
| Score | 214.76 |
| Anova | 3.86e-003 |
| Fold | 1.73 |

## Accession 1::PPIB\_BOVIN (+1)

  

|  |  |
| --- | --- |
| Description | Peptidyl-prolyl cis-trans isomerase B OS=Bos taurus GN=PPIB PE=1 SV=4 |
| Peptides | 4 (4) |
| Score | 258.86 |
| Anova | 4.23e-003 |
| Fold | 1.36 |

## Accession 1::F1MLW8\_BOVIN

  

|  |  |
| --- | --- |
| Description | Uncharacterized protein OS=Bos taurus PE=4 SV=2 |
| Peptides | 3 (3) |
| Score | 206.33 |
| Anova | 4.75e-003 |
| Fold | 5.49 |

## Accession 1::EIF3H\_BOVIN

  

|  |  |
| --- | --- |
| Description | Eukaryotic translation initiation factor 3 subunit H OS=Bos taurus GN=EIF3H PE=2 SV=1 |
| Peptides | 2 (2) |
| Score | 75.15 |
| Anova | 5.32e-003 |
| Fold | 1.68 |

## Accession 1::PLBL2\_BOVIN

  

|  |  |
| --- | --- |
| Description | Putative phospholipase B-like 2 OS=Bos taurus GN=PLBD2 PE=2 SV=1 |
| Peptides | 2 (2) |
| Score | 39.97 |
| Anova | 9.21e-003 |
| Fold | 1.26 |

## Accession 1::Q3SYT9\_BOVIN

  

|  |  |
| --- | --- |
| Description | Poly(RC) binding protein 2 OS=Bos taurus GN=PCBP2 PE=1 SV=1 |
| Peptides | 3 (3) |
| Score | 177.92 |
| Anova | 9.31e-003 |
| Fold | 1.18 |

## Accession 1::ARC1B\_BOVIN

  

|  |  |
| --- | --- |
| Description | Actin-related protein 2/3 complex subunit 1B OS=Bos taurus GN=ARPC1B PE=1 SV=4 |
| Peptides | 2 (2) |
| Score | 80.22 |
| Anova | 9.58e-003 |
| Fold | 2.20 |

## Accession 1::E1BF20\_BOVIN (+2)

  

|  |  |
| --- | --- |
| Description | Uncharacterized protein OS=Bos taurus GN=HNRNPH1 PE=4 SV=2 |
| Peptides | 8 (8) |
| Score | 518.75 |
| Anova | 9.96e-003 |
| Fold | 1.24 |

## Accession 1::PP2AA\_BOVIN

  

|  |  |
| --- | --- |
| Description | Serine/threonine-protein phosphatase 2A catalytic subunit alpha isoform OS=Bos taurus GN=PPP2CA PE=1 SV=1 |
| Peptides | 4 (4) |
| Score | 155.92 |
| Anova | 9.97e-003 |
| Fold | 1.19 |

## Accession 1::F1N1G7\_BOVIN

  

|  |  |
| --- | --- |
| Description | Kinesin-like protein OS=Bos taurus GN=KIF5B PE=1 SV=2 |
| Peptides | 2 (2) |
| Score | 91.70 |
| Anova | 0.01 |
| Fold | 1.28 |

## Accession 1::GBB1\_BOVIN

  

|  |  |
| --- | --- |
| Description | Guanine nucleotide-binding protein G(I)/G(S)/G(T) subunit beta-1 OS=Bos taurus GN=GNB1 PE=1 SV=3 |
| Peptides | 4 (4) |
| Score | 226.38 |
| Anova | 0.02 |
| Fold | 1.26 |

## Accession 1::G3X6L8\_BOVIN

  

|  |  |
| --- | --- |
| Description | Uncharacterized protein OS=Bos taurus GN=NIPSNAP3A PE=4 SV=1 |
| Peptides | 2 (2) |
| Score | 60.63 |
| Anova | 0.02 |
| Fold | 1.60 |

## Accession 1::Q2KJH7\_BOVIN

  

|  |  |
| --- | --- |
| Description | Aldehyde dehydrogenase 18 family, member A1 OS=Bos taurus GN=ALDH18A1 PE=2 SV=1 |
| Peptides | 3 (3) |
| Score | 121.89 |
| Anova | 0.02 |
| Fold | 1.73 |

## Accession 1::A6QP36\_BOVIN

  

|  |  |
| --- | --- |
| Description | LMAN2 protein OS=Bos taurus GN=LMAN2 PE=2 SV=1 |
| Peptides | 4 (4) |
| Score | 140.38 |
| Anova | 0.02 |
| Fold | 1.22 |

## Accession 1::DHX9\_BOVIN

  

|  |  |
| --- | --- |
| Description | ATP-dependent RNA helicase A OS=Bos taurus GN=DHX9 PE=2 SV=1 |
| Peptides | 9 (9) |
| Score | 359.62 |
| Anova | 0.02 |
| Fold | 1.31 |

## Accession 1::Q3SX47\_BOVIN

  

|  |  |
| --- | --- |
| Description | Heterogeneous nuclear ribonucleoprotein C (C1/C2) OS=Bos taurus GN=HNRPC PE=2 SV=1 |
| Peptides | 2 (2) |
| Score | 146.99 |
| Anova | 0.02 |
| Fold | 1.22 |

## Accession 1::A6H788\_BOVIN

  

|  |  |
| --- | --- |
| Description | SNRPA1 protein OS=Bos taurus GN=SNRPA1 PE=2 SV=1 |
| Peptides | 2 (2) |
| Score | 79.16 |
| Anova | 0.02 |
| Fold | 1.29 |

## Accession 1::F1N6Y1\_BOVIN

  

|  |  |
| --- | --- |
| Description | Uncharacterized protein OS=Bos taurus GN=GANAB PE=1 SV=1 |
| Peptides | 9 (9) |
| Score | 378.04 |
| Anova | 0.02 |
| Fold | 1.23 |

## Accession 1::E1BKX3\_BOVIN

  

|  |  |
| --- | --- |
| Description | Uncharacterized protein OS=Bos taurus GN=MYBBP1A PE=1 SV=1 |
| Peptides | 3 (3) |
| Score | 75.11 |
| Anova | 0.02 |
| Fold | 1.94 |

## Accession 1::TCPD\_BOVIN

  

|  |  |
| --- | --- |
| Description | T-complex protein 1 subunit delta OS=Bos taurus GN=CCT4 PE=1 SV=3 |
| Peptides | 9 (9) |
| Score | 512.81 |
| Anova | 0.02 |
| Fold | 1.25 |

## Accession 1::G8JKW7\_BOVIN

  

|  |  |
| --- | --- |
| Description | Uncharacterized protein OS=Bos taurus GN=SERPINA3 PE=3 SV=1 |
| Peptides | 3 (3) |
| Score | 231.21 |
| Anova | 0.02 |
| Fold | 2.40 |

## Accession 1::CAZA2\_BOVIN

  

|  |  |
| --- | --- |
| Description | F-actin-capping protein subunit alpha-2 OS=Bos taurus GN=CAPZA2 PE=1 SV=3 |
| Peptides | 4 (4) |
| Score | 124.84 |
| Anova | 0.02 |
| Fold | 1.39 |

## Accession 2::Q1RMN8 (+1)

  

|  |  |
| --- | --- |
| Description | TREMBL:Q1RMN8 (Bos taurus) Similar to Immunoglobulin lambda-like polypeptide 1 |
| Peptides | 5 (5) |
| Score | 543.36 |
| Anova | 0.02 |
| Fold | 1.89 |

## Accession 1::PDIA4\_BOVIN

  

|  |  |
| --- | --- |
| Description | Protein disulfide-isomerase A4 OS=Bos taurus GN=PDIA4 PE=2 SV=1 |
| Peptides | 10 (10) |
| Score | 441.10 |
| Anova | 0.02 |
| Fold | 1.20 |

## Accession 1::F6PWD5\_BOVIN (+3)

  

|  |  |
| --- | --- |
| Description | Uncharacterized protein (Fragment) OS=Bos taurus PE=4 SV=1 |
| Peptides | 6 (6) |
| Score | 396.20 |
| Anova | 0.03 |
| Fold | 1.29 |

## Accession 1::E1BEG2\_BOVIN (+1)

  

|  |  |
| --- | --- |
| Description | Uncharacterized protein OS=Bos taurus GN=HNRNPA3 PE=1 SV=2 |
| Peptides | 4 (4) |
| Score | 279.23 |
| Anova | 0.03 |
| Fold | 1.15 |

## Accession 1::F6QE33\_BOVIN

  

|  |  |
| --- | --- |
| Description | Uncharacterized protein OS=Bos taurus GN=COPS7A PE=4 SV=1 |
| Peptides | 2 (2) |
| Score | 73.82 |
| Anova | 0.03 |
| Fold | 1.84 |

## Accession 1::SPA35\_BOVIN

  

|  |  |
| --- | --- |
| Description | Serpin A3-5 OS=Bos taurus GN=SERPINA3-5 PE=3 SV=1 |
| Peptides | 3 (3) |
| Score | 256.91 |
| Anova | 0.03 |
| Fold | 1.99 |

## Accession 1::RPN2\_BOVIN

  

|  |  |
| --- | --- |
| Description | Dolichyl-diphosphooligosaccharide--protein glycosyltransferase subunit 2 OS=Bos taurus GN=RPN2 PE=2 SV=1 |
| Peptides | 6 (6) |
| Score | 351.38 |
| Anova | 0.03 |
| Fold | 1.50 |

## Accession 1::A3KN04\_BOVIN

  

|  |  |
| --- | --- |
| Description | Dolichyl-diphosphooligosaccharide--protein glycosyltransferase subunit 1 OS=Bos taurus GN=RPN1 PE=1 SV=1 |
| Peptides | 3 (3) |
| Score | 148.24 |
| Anova | 0.03 |
| Fold | 1.31 |

## Accession 1::CASP6\_BOVIN

  

|  |  |
| --- | --- |
| Description | Caspase-6 OS=Bos taurus GN=CASP6 PE=2 SV=1 |
| Peptides | 2 (2) |
| Score | 86.12 |
| Anova | 0.03 |
| Fold | 1.47 |

## Accession 1::RS2\_BOVIN

  

|  |  |
| --- | --- |
| Description | 40S ribosomal protein S2 OS=Bos taurus GN=RPS2 PE=2 SV=2 |
| Peptides | 5 (5) |
| Score | 240.00 |
| Anova | 0.03 |
| Fold | 1.21 |

## Accession 1::Q3T0J0\_BOVIN

  

|  |  |
| --- | --- |
| Description | 3'-phosphoadenosine 5'-phosphosulfate synthase 1 OS=Bos taurus GN=PAPSS1 PE=2 SV=1 |
| Peptides | 2 (2) |
| Score | 77.32 |
| Anova | 0.03 |
| Fold | 1.37 |

## Accession 1::HBB\_BOVIN (+4)

  

|  |  |
| --- | --- |
| Description | Hemoglobin subunit beta OS=Bos taurus GN=HBB PE=1 SV=1 |
| Peptides | 18 (18) |
| Score | 1356.29 |
| Anova | 0.03 |
| Fold | 1.30 |

## Accession 1::RL10\_BOVIN (+2)

  

|  |  |
| --- | --- |
| Description | 60S ribosomal protein L10 OS=Bos taurus GN=RPL10 PE=2 SV=4 |
| Peptides | 3 (3) |
| Score | 153.13 |
| Anova | 0.03 |
| Fold | 1.86 |

## Accession 1::F2Z4F0\_BOVIN

  

|  |  |
| --- | --- |
| Description | Uncharacterized protein OS=Bos taurus GN=ACTR1A PE=1 SV=1 |
| Peptides | 4 (4) |
| Score | 97.27 |
| Anova | 0.03 |
| Fold | 1.34 |

## Accession 1::RS15\_BOVIN

  

|  |  |
| --- | --- |
| Description | 40S ribosomal protein S15 OS=Bos taurus GN=RPS15 PE=2 SV=3 |
| Peptides | 3 (3) |
| Score | 209.88 |
| Anova | 0.03 |
| Fold | 1.40 |

## Accession 1::PRDBP\_BOVIN

  

|  |  |
| --- | --- |
| Description | Protein kinase C delta-binding protein OS=Bos taurus GN=PRKCDBP PE=2 SV=1 |
| Peptides | 2 (2) |
| Score | 102.84 |
| Anova | 0.03 |
| Fold | 1.14 |

## Accession 1::G3MY19\_BOVIN

  

|  |  |
| --- | --- |
| Description | Uncharacterized protein OS=Bos taurus GN=PDLIM5 PE=4 SV=1 |
| Peptides | 3 (3) |
| Score | 151.45 |
| Anova | 0.04 |
| Fold | 1.80 |

## Accession 1::F1MH40\_BOVIN

  

|  |  |
| --- | --- |
| Description | Uncharacterized protein OS=Bos taurus PE=1 SV=2 |
| Peptides | 7 (7) |
| Score | 542.47 |
| Anova | 0.04 |
| Fold | 1.50 |

## Accession 1::PSA3\_BOVIN

  

|  |  |
| --- | --- |
| Description | Proteasome subunit alpha type-3 OS=Bos taurus GN=PSMA3 PE=1 SV=3 |
| Peptides | 2 (2) |
| Score | 128.32 |
| Anova | 0.04 |
| Fold | 1.21 |

## Accession 1::RS27A\_BOVIN (+1)

  

|  |  |
| --- | --- |
| Description | Ubiquitin-40S ribosomal protein S27a OS=Bos taurus GN=RPS27A PE=1 SV=2 |
| Peptides | 6 (6) |
| Score | 387.82 |
| Anova | 0.04 |
| Fold | 1.19 |

## Accession 1::A8E4P2\_BOVIN

  

|  |  |
| --- | --- |
| Description | FARSB protein OS=Bos taurus GN=FARSB PE=2 SV=1 |
| Peptides | 3 (3) |
| Score | 85.93 |
| Anova | 0.04 |
| Fold | 1.42 |

## Accession 1::HBA\_BOVIN (+1)

  

|  |  |
| --- | --- |
| Description | Hemoglobin subunit alpha OS=Bos taurus GN=HBA PE=1 SV=2 |
| Peptides | 8 (8) |
| Score | 408.92 |
| Anova | 0.04 |
| Fold | 1.31 |

## Accession 1::F1MN61\_BOVIN

  

|  |  |
| --- | --- |
| Description | Uncharacterized protein (Fragment) OS=Bos taurus GN=EEA1 PE=1 SV=2 |
| Peptides | 2 (2) |
| Score | 85.75 |
| Anova | 0.04 |
| Fold | 2.00 |

## Accession 1::NACA\_BOVIN

  

|  |  |
| --- | --- |
| Description | Nascent polypeptide-associated complex subunit alpha OS=Bos taurus GN=NACA PE=1 SV=1 |
| Peptides | 4 (4) |
| Score | 274.55 |
| Anova | 0.05 |
| Fold | 1.21 |

## Accession 1::STA5A\_BOVIN

  

|  |  |
| --- | --- |
| Description | Signal transducer and activator of transcription 5A OS=Bos taurus GN=STAT5A PE=2 SV=2 |
| Peptides | 2 (2) |
| Score | 87.68 |
| Anova | 0.05 |
| Fold | 1.39 |

## Accession 1::ARPC2\_BOVIN

  

|  |  |
| --- | --- |
| Description | Actin-related protein 2/3 complex subunit 2 OS=Bos taurus GN=ARPC2 PE=1 SV=1 |
| Peptides | 7 (7) |
| Score | 270.30 |
| Anova | 0.05 |
| Fold | 1.11 |

## Accession 1::PDIA3\_BOVIN

  

|  |  |
| --- | --- |
| Description | Protein disulfide-isomerase A3 OS=Bos taurus GN=PDIA3 PE=2 SV=1 |
| Peptides | 16 (16) |
| Score | 845.09 |
| Anova | 0.09 |
| Fold | 1.11 |

## Accession 1::A7E307\_BOVIN (+1)

  

|  |  |
| --- | --- |
| Description | DDX17 protein OS=Bos taurus GN=DDX17 PE=1 SV=1 |
| Peptides | 10 (10) |
| Score | 478.07 |
| Anova | 0.23 |
| Fold | 1.08 |

How the deposited data were processed for this re-analysis (not part of the article)

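Mammary gene expression was measured with one-color Agilent bovine arrays in 12 cows, 6 CONT and 6 REST, 24 h after the LPS challenge. Each array was hybridized with the RNA of 1 cow. The RT-qPCR and proteomic measurements have no files in the deposited series and were not analysed, although the article gives protein results in a supplement. The authors amplified and labeled the RNA with Cy3, scanned the arrays and processed the images with Feature Extraction. The deposited values are each spot's intensity after the background correction, spatial detrending and replacement of dim values of that software, without normalization between arrays. The matrix deposited with the series holds the same intensities (largest difference 0). The 75th percentile shift and the test, which the paper made in GeneSpring, are not part of the deposited values and were computed again. Conditions were taken from the sample labels, and no array was left out.

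Non-control spots were kept, spots marked as nonuniformity or population outliers were set to missing, and log2 intensities minus the array's 75th percentile were averaged over the spots of a probe. Of the 43653 probes, 205 had a missing value on at least 1 array. A total of 7052 probes were not well above background on any array, as called by Feature Extraction, and remained in the test because the paper states no filter. Correlations between arrays were 0.9327 to 0.9843. Probes were named by matching the RefSeq accession given with each probe, without its version, to the RefSeq table, because the files give no gene symbols. The array annotation and the RefSeq table belong to different genome assemblies, so that no positions are given.

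REST and CONT were compared with limma (version 3.58.1, R 4.3.3), with lmFit and eBayes, and p-values are two-sided. Westfall-Young step-down adjusted p-values used the lowest p-values of 100 distinct splits of the cows, the real one included, so that 0.01 is the lowest adjusted p they can give. Benjamini-Hochberg values were computed beside them, with a threshold of 0.05 for both. Exact permutation tests of single probes enumerated all splits. For each gene of Table 1, the probe with the highest mean signal stands for the gene. A fold change is not given where neither group was well above background on any array, and a probe that was so in 1 group only is given none unless its lower bound exceeds 1. The genes named are those of Table 1, the RT-qPCR candidates and housekeeping genes, the probes past the threshold with the largest changes (none), the list members under 0.05 with Benjamini-Hochberg adjusted over the list alone, and the probes of Table 1 genes whose sign differs from that of the brightest probe. Single members of gene lists that are named besides these, such as CPT1B, ACSL1 and ACADVL, were chosen after their values were seen.

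A total of 25 gene lists were tested with camera (inter-gene correlation 0.01) and fry. They cover β-oxidation, glycolysis, leukocyte types, tissue markers, milk synthesis, fasting targets, inflammation, the unfolded protein response, the RT-qPCR genes and the genes of the proteins in Table 2. Figures were drawn with matplotlib 3.10.9. The procedure was tested on simulated data with 50 changed probes per fold change among 43653. The changed probes were drawn from those well above background on all 12 arrays, so that the shares found do not cover dim probes. The Westfall-Young threshold found 6% of probes with a 2-fold change, 68% with a 4-fold change and 96% with a 16-fold change. Under the Benjamini-Hochberg threshold, 46% of the 2-fold and 94% of the 4-fold changes were found. These shares are for independent noise, where 0 unchanged probes were called by Westfall-Young and 6 by Benjamini-Hochberg. With the residuals of the 12 arrays as noise, Westfall-Young found 8% of the 2-fold and 62% of the 4-fold changes and called 1 unchanged probe. Benjamini-Hochberg then found 66% and 94%, and called 1011 unchanged probes. In 40 simulated sets of 3000 probes without any change and with independent noise, no set had a call.

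The test, the probe that stands for a gene, the gene lists and most alternatives were set before the data were examined. These alternatives were Benjamini-Hochberg in place of Westfall-Young, another draw of the splits, quantile normalization, normexp background correction (offset 50), the authors' matrix, a filter on probes well above background, keeping outlier spots, slide as a block, an intensity trend in eBayes, the mean over all probes of a gene, fry, and leaving out each cow in turn. Normexp used the median spot signal and the median local background, because the mean spot signal is not in the files. The probe with the lowest p as the gene's probe was added after the values were seen. A functional classification of the called genes was not made, because no gene was called.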

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

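The counts of splits for the gene lists, the comparison of the slides, the tests of connective tissue and slides on the fibroblast and PPAR target lists and the test of a wrong label were chosen after the result was seen, while the list tests and the alternatives were planned.

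In 7 of 70 groups of 6 cows, 1 cow lay farther from the others than Dixon's critical value allows, and chance gives 3.5 such groups. Of the REST arrays, cow 0078 had a negative control signal of 45.52, while the other 5 had 17.43 to 19.59. It is the only REST array on slide 1. A higher background on slide 1 is a likely source. Of the probes that were not well above background on any array, 29.7% differed between slide 1 and the other slides (Benjamini-Hochberg adjusted p under 0.05, diet in the model), all of them brighter on slide 1, against 0.855% of the 24085 probes well above background on all arrays. No biological explanation was tested, and slide 1 held 3 CONT arrays beside it.

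REST cow 1058 was far from the other REST cows in 3 genes. Its log2 signal was -5.42 for KNTC1 (others -4.21 to -3.57), -5.51 for TFAP2D (others -3.85 to -2.92) and 2.01 for UXT (others 1.69 to 1.80). KNTC1 and TFAP2D are near the background, and on the other TFAP2D probe this cow was the highest of the REST cows (-3.42). UXT is a housekeeping gene of the RT-qPCR and differed by -0.091 between the diets. Without this cow, the log2 FC was 1.66 for KNTC1 and 1.13 for TFAP2D, against 1.41 and 0.78 with it. PDK4 counted against a wrong label of a CONT cow, but a count over more probes did not. The PDK4 signal of 7.00 was above the CONT range of 2.36 to 3.58, and cow 1058 was above every CONT cow on all 8 PDK4 probes. Of the 8 Table 1 genes that separate the other 5 REST cows from CONT, it was beyond every CONT cow in 5 (PDK4, ALAD, ESRRA, PLEKHA2 and OOEP). The study chose these genes with the labels as they are, which favors such a result. In the other 3 (KNTC1, TFAP2D and PFKFB4) it was not. Of the 514 probes at an unadjusted p under 0.01 without this cow, 66 (12.9%) placed it nearer the REST mean. This was the lowest share of all cows (23.8 to 67.5% in the others). The number of probes nearer the own group was 66 to 82 for every cow left out, so that the share depends on how many probes were selected. These counts leave a wrong label open. A difference of this biopsy in cell content was not tested.

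In CONT, cow 8027 had a log2 signal of -1.90 for SLC25A34 (others -3.74 to -3.06) and of 1.10 for INSIG1 (others 2.24 to 2.81). Without it, the log2 FC of SLC25A34 was 2.48, against 2.23 with all cows. CONT cow 9040 had a log2 signal of -4.95 for TAP (others -3.00 to -2.02). These cows were on slides 3 and 2, so that the brighter background of slide 1 is not behind their values. No biological explanation was tested for single cows.

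Besides β-oxidation, camera called 6 gene lists that the paper does not analyse as lists. It does report single measures: no diet difference for IL8, IL1 and CSN2 by RT-qPCR. Nor did IL-8, IL1-β, TNF-alpha and CXCL3 in milk differ by diet, and milk protein yield fell in REST. The endothelium list rose (median log2 FC 0.48), as did the milk protein and lactose list (0.35), the glucocorticoid target list (0.34) and the PPAR target list (0.13). The fibroblast list (-0.44) and the acute inflammation list (-0.28) fell. None of them was called by fry. Over 100 splits of the cows, a camera p as low was found for acute inflammation in 35, for milk protein and lactose in 32, for the glucocorticoid targets in 17 and for endothelium in 9, so that chance cannot be excluded for these 4 lists. The acute inflammation (-0.017), glucocorticoid target (0.29) and milk protein and lactose (0.14) lists were no longer called when slide was a block, nor was the milk list (0.056) with quantile normalization. As many lists as in the real split, 7, were called in 32 of 100 splits, with a median of 5 lists per split.

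The fibroblast and PPAR target lists had a camera p as low in 3 of 100 splits each. A median as large was found in 5 of 100 splits for the fibroblast list and in 19 for the PPAR targets, and these are 2 of 25 lists that were looked at, so that chance cannot be excluded firmly for them either. The slides alone do not account for them, since with slide as a block the medians were -0.27 for the fibroblast list and 0.18 for the PPAR targets, both with an adjusted p of 0.0214 (camera). Less connective tissue in the REST biopsies could lower the fibroblast list. The rise of the endothelium list by 0.48, another stromal cell type, would count against it, but that rise is within what other splits give, and both explanations cannot be told apart with these lists. The fibroblast genes included LUM (log2 FC -0.84, standard error 0.24, adjusted p of 0.0417 over the list alone and of 1 over all probes, limma), which was below the CONT mean in 6 of 6 REST cows. Of the 16 PPAR targets, 12 were higher in REST, with the largest rise in ANGPTL4 (1.83, standard error 0.59), and 7 are also in the β-oxidation list. An effect of the diet on these lists stays open and would need other cows.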

How the results depend on the processing

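Of the alternatives, only the probe with the lowest p was chosen after the results were seen. The matrix deposited with the series was identical to the scanner intensities and moved nothing, and keeping outlier spots changed few values, so both say nothing on stability. The filter on dim probes and the intensity trend leave the fold changes of the Table 1 genes as they are and can move only their p-values, or leave a gene out. A scan date block was not run, since each slide had its own scan and is the same factor.

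No probe and no Table 1 gene passed the Westfall-Young threshold under any of the alternatives, nor with any cow left out, and no probe passed the Benjamini-Hochberg threshold (limma). The lowest Westfall-Young p was 0.09 with the filter on dim probes, where fewer probes were tested, 0.15 with the intensity trend, 0.23 with another draw of the splits, 0.25 with normexp, 0.302 with slide as a block and 0.42 with quantile normalization. The number of probes at an unadjusted p under 0.01 was 54 with normexp and 243 with quantile normalization, against 158. It rose to 514 without REST cow 1058 (92.8% higher in REST, against 70.3%), and to 278 without REST cow 0078. With slide as a block, 83.6% of 238 probes were higher in REST and the median of all probes moved from -0.023 to 0.048. With quantile normalization 62.6% of the probes at this level were higher in REST.

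Of the Table 1 genes, 15 of 17 had the direction of the paper with the filter on dim probes (which leaves out NEFL, KNTC1 and CXCR7, and also IL1A of the RT-qPCR genes), 20 of 20 with the mean over all probes, and 16 to 18 with a cow left out, the lowest without REST cow 1018. The β-oxidation list was no longer past the threshold under fry (median 0.096, adjusted p 0.712) and with slide as a block (0.11, adjusted p 0.121). With a cow left out its median was 0.034 to 0.12, and it was past the threshold except without REST cow 1058 (0.034) and CONT cow 0055 (0.052). The glycolysis list was never past the threshold and reversed to 0.020 with slide as a block. Its median was -0.13 to 0.044 with a cow left out, and above 0 without CONT cow 9040 (0.0020), CONT cow 1024 (0.0012) and REST cow 0049 (0.044). Of the other 23 lists, 6 were called by camera and 0 by fry, and 8 with normexp or the filter. The splits with as many probes at p under 0.01 were 48 of 100 with the filter, against 76. The causes were not tested.

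Some results close to 0 changed sign. With quantile normalization these were MBP (-0.035), RPL-37A (-0.0057) and the erythrocyte list (0.041). With normexp they were MBP (-0.0073), the housekeeping list and its gene EIF3K (both 0.0039) and the skin list (-0.062). With the filter it was the erythrocyte list (0.13). With slide as a block they were KLF13 (-0.062), RPL-37A (-0.015), BBS9 (0.0087), the erythrocyte (0.14), monocyte and macrophage (0.068) and T cell (0.0049) lists, the list of RT-qPCR genes and its gene IL1B (both 0.020), and CXCL8 (0.20). With the mean over all probes they were ARMC1 (-0.16) and RPL-37A (-0.23), and with the probe of lowest p ARMC1 (-0.46) and RPL-37A (-0.83), where the construction shows the cause, since the probes of these genes differ in sign. With a cow left out, WC-7 was -0.21 to 0.26, TRIB2 -0.048 to 0.11 and MBP -0.035 to 0.14. The cause was not tested for the others.

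Among the remaining values with another setting, 411 of single genes and lists kept their direction and side of the threshold, 9 moved past it and 10 no longer passed it. Of the 411, 236 were equal to the value they were compared with, mostly where the setting cannot move it, and 175 were not equal to it. With a cow left out, 231 of single genes kept both. Signal over background limits the dim genes. NEFL, KNTC1, CXCR7, TFAP2D and SLC25A34 were not well above background on all arrays, and normexp brought KNTC1 to 0.20, against 1.41.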

Differences from the paper's values

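All settings named here were set before the data were examined, except the probe with the lowest p, which was chosen after seeing the values.

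The paper reports 33 differentially expressed genes at an adjusted p under 0.05, and 0 probes passed the Westfall-Young threshold here (limma). At an unadjusted p under 0.05 there were 1143 probes, and the Benjamini-Hochberg threshold also gave 0. The paper's 25 known genes compare with 0, its 19 genes with increased expression with 0, and its 6 genes with decreased expression with 0. The lowest adjusted p of the Table 1 genes is 0.01 in the paper and 0.35 here, and the highest is 0.04 in the paper and 1 here. None of the alternatives, including each cow left out and the added probe with the lowest p, gave a call or brought these p-values to the paper's. The filter on dim probes gave the lowest, 0.09.

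The fold changes of 19 genes were set beside those of Table 1, and 7 differed. Differing means that the sign was another or that the log2 values were apart by more than the SD between cows. Both values come from the same arrays, so that this SD is not the error of their difference. A gene that varies more between cows passes more easily, as PDK4 (SD 0.87 on the log2 scale) beside ESRRA (SD 0.20). For ARMC1 the paper's value is -1.43 and the value here 1.09. For BBS9 they are -1.79 (the paper's) and -1.07, and for RPL-37A -1.76 (the paper's) and 1.05. For MBP they are 2.37 (the paper's) and 1.03, for TRIB2 2.03 (the paper's) and 1.02, and for ESRRA 1.73 (the paper's) and 1.47. Of the 20 settings that were set before the data were examined, 4 leave all these fold changes as they are (the deposited matrix, the filter on dim probes, keeping outlier spots and the intensity trend) and test nothing here. The 6 genes differed under the other 16. For WC-7 the paper's value is 1.85 and the value here 1.06. The difference is within the SD between cows with slide as a block. It is so too without CONT cows 1076, 0015, 1024 or 0055 or REST cows 0078, 1018, 7043 or 1058, and not in the other 7 of these 16. With the mean over all probes of a gene, 8 of the 19 genes differed.

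With the probe of lowest p, chosen after seeing the values, the fold changes were -1.37 for ARMC1, -1.73 for BBS9, -1.77 for RPL-37A, 2.44 for MBP and 1.87 for WC-7, and of the 18 genes with a fold change ESRRA differed. For TRIB2 this probe was well above background on 1 of the 12 arrays, and no fold change is given or compared. For the genes that did not differ by this rule, the paper's values include 6.80 for PDK4 and 4.63 for SLC25A34, against 4.70 and 4.69. No PDK4 probe reached 6.80, and the highest of its 8 was 6.455. Of the 12 genes that did not differ, 5 did not in any of these 16 settings. PDK4 differed without REST cow 1058 (3.66), and SLC25A34 with normexp (2.64) and with the mean over its probes (2.03). KLF13 (1.67 in the paper, 1.21 here, with an SD of 0.63 on the log2 scale) differed with quantile normalization (1.12), with slide as a block (-1.04), without CONT cow 8027 (1.10) and without REST cow 0049 (1.05). With normexp, whose offset draws the FC of dim probes toward 1, CXCR7 (-1.26), KNTC1 (1.15), PFKFB4 (1.34) and TFAP2D (1.14) also differed.

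The paper proposes that glycolysis is downregulated in REST. The median log2 FC of the glycolysis list was -0.043, and 6 of its 16 genes were higher in REST, which camera did not call. The paper lists ARMC1 and RPL-37A as decreased, while their brightest probes were slightly higher in REST. The paper reports a tendency to lower TAP expression in REST by RT-qPCR (p = 0.07 in the paper), while a later sentence of its discussion gives an upregulation. The TAP probe had a log2 FC of -0.64 on the arrays (standard error 0.64), a difference within its spread.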

Other observations

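The tests of the skeletal muscle and adipocyte lists and the count of splits with called probes were planned before the result was seen. The tests of slide differences, the comparisons of PDK4, SLC25A34 and SLC25A20 with the adipocyte genes and the other counts of splits were chosen after it.

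The real split had 0 probes past the Benjamini-Hochberg threshold, so that all 100 splits had as many by construction and this count decides nothing. Of these splits, 4 had any such probe, 151 at most. As many probes at an unadjusted p under 0.01 as in the real split (158) were found in 76 of 100 splits, with a range of 19 to 4615 and a median of 244. Chance can therefore not be excluded for this number of probes. In 34 splits the lowest p was lower than that of OOEP. The 7 splits that placed the 4 arrays of slide 1 in one set gave 936 to 4615 probes, all of them more than the real split. With slide as a block, 238 probes had an unadjusted p under 0.01, and 61 of the 96 splits within slides gave as many. The first principal component held 31.5% of the variance and the second 21%. Differences between slides could hide an effect of the diet. With slide as a block 0 probes were called, and 1217 had an unadjusted p under 0.05 (limma). This does not exclude a hidden effect, since without the block Westfall-Young found only 6% to 8% of simulated 2-fold changes.

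For the lists behind the paper's metabolic claim, a camera p as low as that of the β-oxidation list was found in 10 of 100 splits and as low as that of the glycolysis list in 85, so that chance cannot be excluded for either.

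PDK4 and the carnitine carriers are abundant in muscle and in adipose tissue, and a biopsy with more of these tissues may give such a rise. The skeletal muscle list (9 genes) had a median log2 FC of -0.087 (camera, adjusted p 0.643), and its brightest genes ACTA1 (-0.25) and CKM (-0.087) were not higher in REST, which counts against muscle. The adipocyte list (8 genes) had a median of 0.27, with 7 of 8 genes higher in REST and an adjusted p of 0.0526 (camera, 0.712 by fry). A median as large was found in 26 of 100 splits and a camera p as low in 6, so that the rise of this list is not established. Camera called the adipocyte list with the filter on dim probes (median 0.37, adjusted p 0.0478), and its adjusted p was 0.0478 to 0.712 over the alternatives. FABP4 differed by 1.20 (standard error 0.62), and PLIN1 was well above background on 1 CONT and 2 REST arrays. Each gene was then set beside the mean of the 8 adipocyte genes, and beside the mean of the 6 that are dimmer than PDK4 in CONT. The signals of different probes do not rank abundance, and of these 6 only PNPLA2 was well above background on all 12 arrays. PDK4 rose more than the 8 genes by 2.00 (standard error 0.46, exact permutation test, p = 0.00216) and more than the 6 by 2.18. Over its 8 probes the difference from the 8 genes was 1.87 to 2.46. None of the 8 genes rose as much as PDK4, which counts against adipose tissue as the only source of the PDK4 rise. Those well above background on all 12 arrays were FABP4 (1.20), PNPLA2 (0.44, standard error 0.34) and CIDEA (0.29, standard error 0.96). LIPE (0.37), PCK1 (0.19), CIDEC (0.11), LEP (-1.02) and PLIN1 were not, so that their changes say less. For SLC25A34 the difference was 2.00 on its brightest probe (standard error 0.66, exact permutation test, p = 0.0173), or 2.17 with the 6 genes (standard error 0.57, exact permutation test, p = 0.00866), and none of the adipocyte genes rose as much. On its other probe, well above background on all 12 arrays, the difference was -0.42, or -0.24 with the 6 genes. For SLC25A20 it was 0.51 (standard error 0.34, exact permutation test, p = 0.165), or 0.68 with the 6 genes (exact permutation test, p = 0.0325). Adipose tissue and an effect of the diet cannot be told apart for SLC25A20, nor for SLC25A34, whose 2 probes disagree.

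The paper's RT-qPCR candidates had these values on the arrays, where CSN2 and LAP were not matched to a probe. The log2 FC was 0.65 for CCL5, 0.57 for CD36, 0.15 for STAT3, -0.042 for IL1B, -0.19 for CXCL8 (the IL8 gene), -0.28 for RBP4, -0.64 for TAP and -0.70 for INSIG1. IL1A, well above background on 5 CONT and 3 REST arrays, had a log2 FC of -0.78 (standard error 0.30), with 6 of 6 REST cows below the CONT mean and an adjusted p of 0.196 over the list alone (limma). Of the 9 genes, 0 were under 0.05 with Benjamini-Hochberg adjusted over the list alone or over all probes, and 1 (IL1A) had an unadjusted p under 0.05. With slide as a block, IL1B and CXCL8 changed sign. The housekeeping genes differed by -0.091 for UXT, 0.12 for CLN3 and -0.016 for EIF3K, the last with a change of sign under normexp.

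None of the remaining lists was called by camera or fry. Under an alternative, camera called the decreased proteins of Table 2 (quantile normalization, filter on dim probes, slide as a block, intensity trend), cholesterol synthesis (normexp, slide as a block), FOXO targets (normexp) and lipid synthesis (slide as a block). The median log2 FC was 0.13 for B and plasma cells, -0.11 for T cells, 0.14 for neutrophils and -0.12 for monocytes and macrophages, whose mean was 0.075 and whose camera direction was up. It was -0.14 for cholesterol synthesis, -0.082 for lipid synthesis, 0.083 for mammary epithelium, 0.15 for FOXO targets and -0.15 for the unfolded protein response. For the genes of the proteins in Table 2 it was -0.052 (proteins decreased in REST) and -0.16 (proteins increased in REST). The erythrocyte list had -0.13, the skin list 0.047, the housekeeping list -0.016 and the list of RT-qPCR genes -0.19. Of these lists, T cells, monocytes and macrophages, erythrocytes and RT-qPCR genes changed sign with slide as a block, skin and housekeeping with normexp, and erythrocytes with quantile normalization as well.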
